# Systematic analysis of migration factors by MigExpress identifies essential cell migration control genes in non‐small cell lung cancer

**DOI:** 10.1002/1878-0261.12973

**Published:** 2021-05-14

**Authors:** Jagriti Pal, Andrea C. Becker, Sonam Dhamija, Jeanette Seiler, Mahmoud Abdelkarim, Yogita Sharma, Jürgen Behr, Chen Meng, Christina Ludwig, Bernhard Kuster, Sven Diederichs

**Keywords:** cancer cell migration, gene expression profiling, metastasis, non‐small cell lung cancer, proteomics, quantitative migration analysis, transcriptomics

## Abstract

Cell migration is an essential process in health and in disease, including cancer metastasis. A comprehensive inventory of migration factors is nonetheless lacking—in part due to the difficulty in assessing migration using high‐throughput technologies. Hence, there are currently very few screens that systematically reveal factors controlling cell migration. Here, we introduce MigExpress as a platform for the ‘identification of Migration control genes by differential Expression’. MigExpress exploits the combination of in‐depth molecular profiling and the robust quantitative analysis of migration capacity in a broad panel of samples and identifies migration‐associated genes by their differential expression in slow‐ versus fast‐migrating cells. We applied MigExpress to investigate non‐small cell lung cancer (NSCLC), which is the most frequent cause of cancer mortality mainly due to metastasis. In 54 NSCLC cell lines, we comprehensively determined mRNA and protein expression. Correlating the transcriptome and proteome profiles with the quantified migration properties led to the discovery and validation of FLNC, DSE, CPA4, TUBB6, and BICC1 as migration control factors in NSCLC cells, which were also negatively correlated with patient survival. Notably, FLNC was the least expressed filamin in NSCLC, but the only one controlling cell migration and correlating with patient survival and metastatic disease stage. In our study, we present MigExpress as a new method for the systematic analysis of migration factors and provide a comprehensive resource of transcriptomic and proteomic data of NSCLC cell lines related to cell migration.

**Abbreviations**
BICC1: bicaudal C homolog 1
CDH1: E‐Cadherin
CDH2: N‐Cadherin
cDNA: complementary DNA
circRNA: circular RNA
CPA4: carboxypeptidase 4
DSE: dermatan sulfate epimerase
ECM: extracellular matrix
FLNA: filamin A
FLNB: filamin B
FLNC: filamin C
FPKM: fragments per kilobase per million
GO: Gene Ontology
LOXL2: lysyl oxidase‐like 2
LUAD: lung adenocarcinoma
MitC: mitomycin C
NSCLC: non‐small cell lung cancer
p53: tumor protein 53
RNA‐seq: RNA sequencing
RT‐qPCR: reverse transcription quantitative PCR
shRNA: short hairpin RNA
siRNA: small interfering RNA
TCGA: The Cancer Genome Atlas
TUBB6: tubulin beta 6
VIM: vimentin

## 1 Introduction

Cell migration plays a central role in a large number of developmental and physiological processes. During embryogenesis, cell migration is essential for gastrulation or development of the nervous system [1]. During adulthood, skin and intestinal cell layers are renewed when fresh epithelial cells migrate up from the basal layer and crypts, respectively [2]. Leukocytes migrate in response to infection and inflammation [3], while fibroblasts and vascular endothelial cells migrate to the site of wound healing [4]. Misregulation of cell migration can lead to serious pathological conditions such as congenital brain disorders, inflammatory and vascular diseases, and tumor metastasis [5].

Metastasis is a complex process in which cancer cells remodel the extracellular matrix (ECM), migrate into the vascular system, and move to distant sites where they establish metastatic nodules. Within a cell population, fast‐migrating cancer cells are likely to be more effective at giving rise to metastases than slower‐migrating cells [6]. Lung cancer is one tumor entity, especially prone to metastasis and the leading cause of cancer‐related death worldwide [7]. Over 80% of lung cancers are non‐small cell lung carcinomas (NSCLCs), which are further classified histologically into the major subtypes lung adenocarcinoma (LUAD) and squamous cell carcinoma [8]. More than 40% of NSCLC patients present already at diagnosis with the late‐stage IV cancer with distant metastases [9]. Additionally, vascular metastasis is often visible already in lower stages. Notably, fast‐migrating cancer cells contribute to significantly increased recurrence and reduced survival [10]. Despite many efforts to unravel coding and noncoding genes crucially involved in lung cancer migration, this process remains incompletely understood [11, 12, 13, 14].

While it is thus important to understand the molecular mechanisms that govern cancer cell migration, the determination of cell migration activity in higher throughput is a challenging task. Hence, while thousands of screens have been carried out for cancer cell viability and proliferation, only a handful of screens have identified genes controlling cell migration. For preselected genes, migration screens have been carried out by introducing cDNAs [15, 16, 17] or siRNAs/shRNAs [18, 19, 20, 21, 22, 23] into cancer cells. Only two broader shRNA screens were performed to identify factors that may affect migration in nontransformed human breast epithelial cells and in murine fibroblasts [24, 25]. In summary, only very few studies have tackled the challenge to systematically identify genes driving cell migration and are further limited by the number of genes, and the number of cell lines assessed or employed nontransformed cells.

In the present study, we present MigExpress (identification of Migration control genes by differential Expression) as an effective approach to uncover genes governing cell migration by simultaneously quantifying cell migration and gene expression. Application of MigExpress to a broad panel of NSCLC cell lines discovers and functionally validates a novel set of genes essential for lung cancer cell migration.

## 2 Materials and methods

### 2.1 Cell culture

All 54 NSCLC cell lines were cultured in RPMI medium (Gibco, Paisley, Renfrewshire, UK) supplemented with 10% FBS at 37 °C and 5% CO_2_ in a humidified incubator. Cells were obtained from ATCC (Gaithersburg, MD, USA) and / or fingerprint, and cells were regularly tested for mycoplasma.

### 2.2 Live cell staining and ORIS™ cell migration assay

Cells were incubated prior to seeding in medium with 2.5 µm DiR (1,1′‐dioctadecyl‐3,3,3′,3′‐tetramethylindotricarbocyanine iodide; D12731, molecular probes). 1 million cells were incubated in 1 mL for 15 min at 37 °C followed by a washing step.

For all 54 cell lines, cell migration was investigated using the Oris™ Cell Migration Assay TriCoated (Platypus Technologies). Cells were stained prior to seeding with a live dye (DiR) [26] and stained with DAPI at the end of the experiment. Cells were seeded on 96‐well Oris™ TriCoated plates (Platypus Technologies, Cat. No. SKU: CMATR1.101). Optimal seeding density for each cell line was determined beforehand. Plates were incubated for 18 h at 37 °C and 5% CO_2_ in a humidified incubator to allow cell attachment before the stopper was removed. The subsequent steps were performed according to the manufacturer’s instructions. Directly after removing the stopper, the 0‐h time point was recorded for all DiR‐stained cell lines (LI‐COR, Odyssey). After 24 and 48 h, this measurement was repeated. All plates were fixed after 48 h with 4% formaldehyde in PBS for 15 min at RT followed by DAPI staining with 300 nm DAPI (Thermo Fisher, Waltham, MA, USA—D1306) in PBS for 5 min. The mask was placed under the plate, and the stopper area was imaged using an Olympus Scan^R High Content Screening Station. The area was measured using imagej (NIH, Bethesda, MD, USA) and compared to a cohort of control wells determining the 0‐h time point (area of possible migration). Each cell line was tested at least in biological duplicates up to biological quintuplicates and technical duplicates up to technical quadruplicates.

### 2.3 RNA isolation

RNA was extracted using either the RNeasy Mini Kit (Qiagen, Hilden, Germany), the Direct‐zol™ RNA MiniPrep Kit (Zymo Research, Irvine, CA, USA), or the Quick‐RNA™ MiniPrep Kit (Zymo Research). Whole‐cell RNA that was used for RNA‐seq experiments was isolated using RNeasy Mini columns (Qiagen).

### 2.4 rRNA depletion and RNA‐seq analysis

The method has been described in detail before [27, 28]. In brief, rRNA depletion was performed on was performed on 5 μg RNA using the Ribo‐Zero Gold rRNA Removal Kit for human, mouse, and rat RNA as recommended by the manufacturer (Illumina, San Diego, CA, USA). Input RNA of 20 ng was subjected to RNA‐seq library preparation using the Sure Select Strand Specific RNA Library Prep for Illumina Multiplex Sequencing. 100‐bp paired‐end sequencing was performed on a HiSeq 4000 (Illumina). Sequencing quality metrics and rRNA contamination were determined with the EvalRSeq pipeline. Next, the reads were subjected to adapter removal and then uniquely mapped to the human genome GRCh38 using TopHat2 mapper allowing for up to two mismatches [29]. Gene expression was quantified in terms of FPKM values with ENSEMBL version 75 using easyRNASeq [30].

### 2.5 Mass spectrometry sample preparation and analysis

Cells at 80% confluency were scraped and lysed on ice in Tris/Urea lysis buffer (8 m Urea, 40 mm Tris/HCl pH 7.6, 1X protease inhibitor complete mini‐EDTA‐free (Hoffmann‐La Roche, Basel, Switzerland; 11836170001), 1× phosphatase inhibitors 1, 2, and 3 (Sigma‐Aldrich, Taufkirchen, Germany; P2850, P5726, P0044)). The protein concentration was determined by the bicinchoninic acid assay. The sample preparation for mass spectrometry included in‐solution tryptic digestion followed by solid‐phase extraction (SPE) peptide purification (SepPAK). Samples were tagged with TMT10plex™ reagent (Thermo Fisher Scientific™) [31], fractionated into 32 fractions using trimodal mixed‐mode chromatography [32], and subjected to mass spectrometric measurements using data‐dependent acquisition and multinotch MS3 mode [33] on a Thermo Scientific™ Fusion™ Lumos™ mass spectrometer (gradient length per fraction 1 h).

Data analysis was performed using MaxQuant (version 1.5.5.1) [34]. To normalize protein intensity distributions between all cell lines, 11 quantiles from 25% to 75% (by a step of 5%) were calculated for each cell line, respectively. These quantiles were aligned to the first sample based on a linear model; that is, intercept and slope were used to transform all protein intensities of the corresponding cell line. Next, we normalized the quantitative proteomic data across all TMT10 plex experiments using a common reference sample (pooled sample of three lung cancer cell lines: A549, NCI‐H460, and PC9) that was entailed in 2 out of 10 TMT channels in each TMT experiment. Based on the channel means of this reference, sample protein‐specific correction factors were computed for each TMT10plex experiment [35].

For the comparison of both RNA‐seq and mass spectrometry data between fast versus slow cell lines, the fold change was calculated for each coating (uncoated, collagen‐coated, and fibronectin‐coated) separately and the average fold change was used for candidate selection. For the determination of the statistical significance of differentially expressed genes, the fast versus slow cell lines were compared on the basis of their average migration capacity on the three coating surfaces.

### 2.6 Pathway analysis

The pathway analysis was carried out using DAVID analysis online tool (https://david.ncifcrf.gov) [36, 37]. The selected pathways are statistically significantly enriched with a minimum number of four genes.

### 2.7 siPOOL knockdown

For knockdown of the six targets using siPOOLs, cells were reverse‐transfected with 10 nm (final concentration) of nontargeting control (siNT) or siPOOL of all targets (siTOOLs Biotech) using 6 µL Lipofectamine™ RNAiMAX (Invitrogen, Waltham, MA, USA) in 6‐well plates, or 0.2 µL/well in 96‐well plates. For the scratch assays, cells were seeded at ~ 50% confluency in collagen I precoated 96‐well cell culture plates (IncuCyte^®^ ImageLock, 4379) and reverse‐transfected. Cells from 6‐well plates were used for RNA extraction. siPOOL sequences are listed in Table S1.

### 2.8 IncuCyte^®^ scratch assay

Scratch assays were performed using the WoundMaker™ (Essen Bioscience, Ann Arbor, MI, USA) and measured in the IncuCyte^®^ S3 Live‐Cell Analysis System according to the manufacturer’s instructions. Every 1 h, pictures of each well were taken. For the analysis of different cell lines in the correlation graph, the analysis was performed manually. The size of the wound was measured at three positions over each scratched area between 0 h and up to 24 h. The migrated area was calculated by the subtraction of the average size of the gap (measured at the three positions) after 24 h from the average size of the gap (measured at the three positions) at 0 h. Each cell line was tested in biological duplicates and technical triplicates/quadruplicates.

For scratch assays after siPOOL‐mediated knockdown, the plate was initially coated with collagen I rat tail (50 µg·mL^−1^). Cells were reverse‐transfected with siPOOLs and plated at 50% confluency. After 24 h, the scratch wound was made with WoundMaker™ (Essen Bioscience) and imaged in the IncuCyte^®^ S3 Live‐Cell Analysis System every 1 h for 24 h. For scratch assays in the presence of mitomycin C (Sigma‐Aldrich F1141), cells were reverse‐transfected in medium containing 10 µm MitC. After 24 h, the scratch was made and the wells were replenished with medium containing 7.5 µm MitC and images were recorded for 24 h at 1‐h intervals. All experiments were done in technical triplicates and biological triplicates to quintuplicates.

After recording the wound closure within the IncuCyte^®^ S3 Live‐Cell Analysis System, knockdown experiments were analyzed within the software. For all tested cell lines, the following setting was used: segmentation adjustment (0.7), hole fill (0.01), and adjust size (3). After analysis, information about wound confluence was exported for each well to every measured time point.

### 2.9 cDNA conversion and real‐time qPCR

For cDNA conversion, 2 µg of total RNA was subjected to reverse transcription using Thermo Scientific™ RevertAid RNA Transcriptase using random primers. For real‐time qPCR, equal amounts of cDNA were used with Applied Biosystems™ SYBR™ Green PCR Master Mix and Applied Biosystems™ StepOnePlus™. The sequences of all primers are provided in Table S2.

### 2.10 Proliferation assay

Ten thousand cells were plated in duplicates for each condition and each time point (48 and 72 h) in 24‐well plates. After 48 and 72 h, cells were trypsinized and resuspended in complete medium. An equal volume of trypan blue was mixed with the cells, and the cells were counted in a Bio‐Rad TC20™ cell counter. The initial cells plated were taken as cell count at 0 h.

### 2.11 circRNA analysis

Circular RNA expression had been previously analyzed in the RNA‐seq dataset of the 54 cell lines [28, 38]. Differentially expressed circRNAs, both at the gene level and at the back‐splice level, between fast‐ and slowly migrating cell lines were determined by calculating the fold change for each coating (uncoated, collagen‐coated, and fibronectin‐coated) separately, and the average fold change in all three coatings was used for candidate selection. Also, the statistical significance of the expression difference between fast‐ versus slowly migrating cell lines was calculated separately for each coating and the average significance value was used for selection. For the validation, outward‐facing (divergent) primers were used for RT‐qPCR. The primers are listed in Table S2.

## 3 Results

### 3.1 Robust quantification of cell migration with medium throughput

A panel of 54 NSCLC cell lines enriched for LUAD was screened for their migration capacities on different matrix surfaces (uncoated, collagen‐coated, and fibronectin‐coated) using the ORIS™ migration assay to quantitatively and robustly assess the migration capacity of each cell line. The cell lines were classified into ‘fast’, ‘medium’, and ‘slow’ cell lines depending on their migration properties. In parallel, the cell lines were subjected to RNA sequencing and mass spectrometric analyses for transcriptomic and proteomic profiling, respectively. Gene expression differences were determined from the RNA‐seq and mass spectrometry data to identify genes that were significantly up‐ or downregulated between the cells classified as fast or slow. The overall workflow of MigExpress is summarized in Fig. 1.

**Fig. 1:**
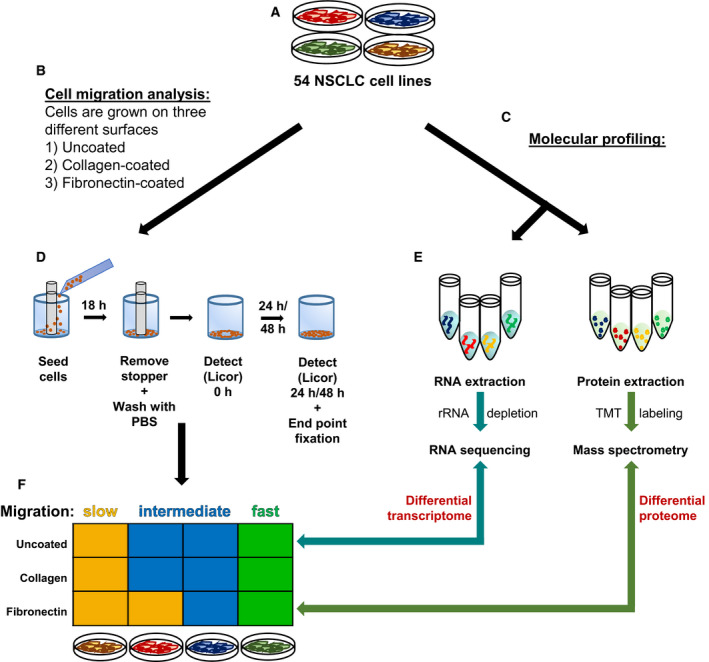
Schematic workflow of the MigExpress screen. (A) A panel of different cell lines is needed for a MigExpress screen—for this screen, 54 NSCLC cell lines were analyzed. (B) The cell migration capacity of each cell line was quantified on three different matrix surfaces—uncoated, collagen‐coated, and fibronectin‐coated. (C) Molecular profiling of 54 NSCLC cell lines. (D) ORIS™ assay. The cells were stained with DiR and seeded into a 96‐well plate with a stopper placed at the center. After 18 h, the stopper was removed and the cells were washed with PBS and detected as time point 0 h. After 24 and 48 h, the cells were washed and imaged by LI‐COR™. (E) The molecular profiling comprised RNA sequencing of rRNA‐depleted total RNA and mass spectrometry of TMT‐labeled proteins from whole‐cell lysates. (F) Cells were classified on the basis of their migration capacity into fast, medium, and slow cells. Differential gene expression and differential protein regulation were identified from RNA‐seq and mass spectrometry data between fast versus slow cell lines identified from the migration screen.

As an example, representative images of slow (NCI‐H1623) versus fast (NCI‐H2009) cell lines from the ORIS™ migration assay for 0, 24, and 48 h time points show an apparent difference in their migration capacities (Fig. 2A). In this assay, a stopper blocks cell growth in a defined area in the middle of the well. The migrating NCI‐H2009 cells quickly closed this gap within 24 h after removal of the stopper. In contrast, the NCI‐H1623 cells were unable to migrate into the central zone even within 48 h. A total of 18, 10, and 26 cell lines were found to be fast, medium, and slow on two or more of the above three matrix surfaces, respectively (Fig. 2B; Table S3). To confirm the robustness of the assay, we checked the variability among replicates by calculating the SEM for each cell line. The average SEM was < 5 for ORIS assays (using a scale from 0 to 100) on all three matrix surfaces (Fig. S1A).

**Fig. 2:**
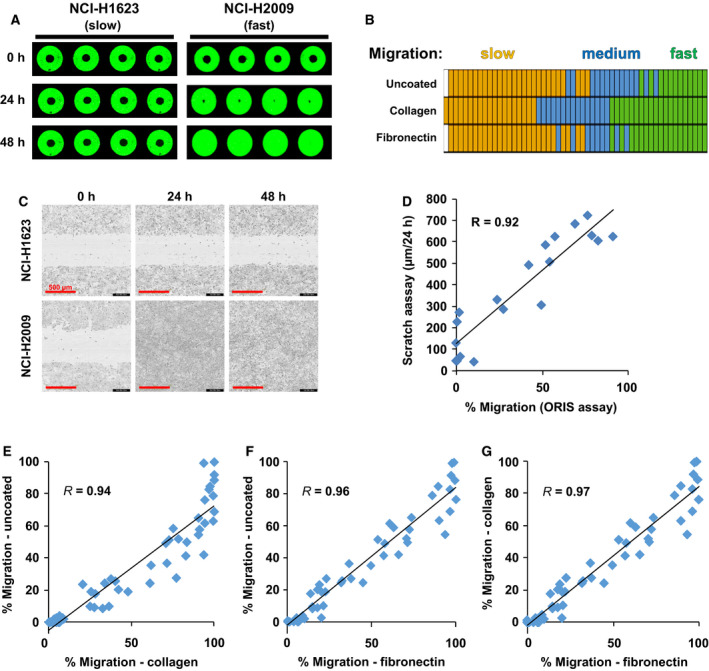
Quantification of migration capacity and validation. (A) Representative images of slow (NCI‐H1623) versus fast (NCI‐H2009) cell lines from ORIS™ assay. (B) Classification of 54 NSCLC cell lines by their migration capacity. Each row represents ORIS™ assay results on the respective matrix surfaces. Each column represents one cell line. Orange, blue, and green colors represent slow‐, medium‐, and fast‐migrating cells, respectively. White color represents experiment for which data were not available due to the inability of the cells to attach within 18 h on uncoated and fibronectin‐coated wells. Values of > 60%, > 75%, and > 60% for uncoated, collagen‐coated, and fibronectin‐coated matrix, respectively, were used for defining fast cells. Values of < 25% defined slow cells. (C) Representative images of slow (NCI‐H1623) versus fast (NCI‐H2009) cell lines from IncuCyte^®^ scratch assay for validation. The scale bar (red) indicates 500 µm. (D) Positive correlation between migration quantified by scratch assay versus by ORIS™ assay for 20 cell lines. (E‐G) Comparison of the percentage migration of each line on different matrix surfaces measured at 48 h. R represents Pearson’s correlation coefficient.

Next, we further validated the platform for the quantitative analysis of cell migration. Cell proliferation is considered as a potentially confounding factor for the analysis of cell migration as cells proliferating faster could also enter uncovered areas faster. Hence, we also determined the proliferation rate of all 54 cell lines in terms of their cell doublings within 72 h. A correlation analysis of the proliferation rate and the migration capacity verified that there was no relevant correlation of cell proliferation with cell migration (*R *= −0.10; Fig. S1B). Hence, differences in proliferation rates did not affect the outcome of the migration quantitation.

To validate the ORIS™ assay results with an independent method, the migration capacity was validated using the IncuCyte^®^ scratch wound assay for a subset of 20 lung cancer cell lines. The results showed a highly significant correlation between the migration capacities determined by the two techniques with a correlation coefficient of *R* = 0.92 (Fig. 2C,D; Fig. S1C). In coherence with the ORIS™ assay, complete wound closure was observed for NCI‐H2009 cells in 24 h, while closure was negligible for the NCI‐H1623 cells even after 48 h (Fig. 2C).

Lastly, a high correlation (*R* = 0.94–0.97) was observed between the migration capacities of the NSCLC cells determined on different matrix surfaces (Fig. 2E‐G).

In summary, these data validate the ORIS™ as a robust platform to quantify cell migration for a broad panel of cell lines consistent with scratch assays and independent of cell proliferation.

### 3.2 Combining migration quantification with high‐throughput molecular profiling to identify genes essential for NSCLC cell migration

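RNA sequencing libraries of 60 human lung cell lines were analysed, of which 57 were NSCLC lines with 166 libraries. The labels gave 50 of the NSCLC lines (87.7%) as adenocarcinoma (LUAD) and 7 only as NSCLC, without a type, namely Calu-1, Calu6, NCI-H1299, NCI-H1703, NCI-H292, NCI-H460, and NCI-H520. In 52 NSCLC lines 3 replicates were sequenced, and in the other 5 (Calu-1, NCI-H1703, NCI-H292, NCI-H460, and NCI-H520) 2 replicates. The remaining 3 lines, the bronchial epithelial line BEAS-2B and the lung fibroblast lines WI-38 and IMR-90, are not cancer lines and had 3 replicates each. The paper's text gives 54 NSCLC lines without listing them, so all 57 were used. The methods give 100-bp paired-end reads and the labels 150-bp paired-end reads on another HiSeq model. The authors mapped the reads uniquely to GRCh38 with TopHat2, allowing up to 2 mismatches, and quantified each gene as FPKM (fragments scaled by gene length and library depth) with easyRNASeq. Those FPKM values were the starting point here, without a further normalization. Within each gene the FPKM values were multiples of 1 step per library, which gave back whole reads for all 42509 genes above 0 in at least 5 libraries. The reads on genes per library ranged from 3337116 to 40180483 with a median of 23275411 in the adenocarcinoma lines, from 11945651 to 31700917 with a median of 14588654 in the other NSCLC lines, and from 10785271 to 17749542 with a median of 13261876 in the lines that are not cancer lines.
For each of the 175 libraries the most similar other library was of the same cell line. Spearman's rho over genes was 0.944 to 0.996 for 170 pairs of replicates and 0.635 to 0.980 for 15055 pairs of different lines. No pair of replicates was as similar as sampling noise alone would make it, since the chi-square per gene was at least 1.76, with a median of 20.2. Line values in FPKM were means of the replicates. On the log2 scale, line values were means of the replicates' log2 values, taken after adding 0.1 FPKM. Transcripts made without a poly(A) tail were looked up in a list of 9 genes, and all 9 had a median of at least 1 FPKM over the NSCLC lines. The small nuclear RNA RN7SK (ENSG00000283293.1, chromosome 6 of GRCh38 from 52995621 to 52995948) had a median of 89866 FPKM, with a range of 37477 to 157705 over lines. The telomerase RNA TERC (ENSG00000270141.3, chromosome 3 from 169764520 to 169765060) had a median of 136 FPKM, and its lowest line had 19.6. The replication-dependent histone gene HIST1H4C (ENSG00000197061.4, chromosome 6 from 26103933 to 26104337) had a median of 362 FPKM and at least 101 in every NSCLC line. RN7SL1, RMRP, and RPPH1 are each listed under 2 identifiers at 1 locus. From the lowest to the highest line, the FPKM of the 2 entries kept a fixed ratio, as when the same reads count for both. Summed over all entries, the 5 small RNAs RN7SK, RN7SL1, RN7SL2, RMRP, and RPPH1 held 3.64% to 20.4% of the reads on genes (median 11.0%). This sum holds the reads of RN7SL1, RMRP, and RPPH1 under both identifiers, so it overstates the share of these RNAs.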

For transcriptome profiling, we performed strand‐specific RNA sequencing in replicates after depletion of ribosomal RNA to cover all types of RNA including nonpolyadenylated transcripts. 

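The deposited FPKM table lists 58440 genes by ENSEMBL identifier with 56870 distinct gene names. In GENCODE release 44, which was used here for positions on GRCh38, 57799 of these identifiers (98.9%) were found. Of the genes found, 99.9% had the same chromosome and strand in both. A value above 0 FPKM was given to 21626 to 31181 genes per library, with a median of 27545. In every library, 8225 genes were listed at 0 FPKM, among them all 37 mitochondrial genes.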

The expression of 58 096 genes was quantified in the 54 cell lines (Fig. 3A, Table S4). 

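The mean FPKM over the 57 NSCLC lines was at least 1 for 16710 genes, 28.6% of those listed. Single NSCLC lines had 14430 to 16181 genes at 1 FPKM or more, with a median of 15248. The number depended on where the cutoff was applied. At least 1 FPKM in every NSCLC line was reached by 9474 genes, a median of at least 1 by 14820 genes, and at least 1 in any of the lines by 26358 genes. With a replicate number left out in turn, between 16655 and 16756 genes had a mean of at least 1. Of the 16710 genes, GENCODE release 44 lists 12648 (75.7%) as protein-coding, 1278 as processed pseudogenes, and 1169 as long noncoding RNAs. These counts rest on FPKM values alone, and the step at which the study applied its cutoff is not given in the paper's text.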

To focus the analysis on robustly expressed genes, we selected 13065 genes, which were detected at a cutoff of minimum expression of FPKM ≥ 1. Of these, 110 genes had a fold change difference of more than threefold between fast versus slow cell lines. Finally, 84 of these genes reached statistical significance including eight noncoding RNAs and one pseudogene (Fig. 3A‐C, Table S5). To validate the differential expression patterns, we performed RT‐qPCR for 41 out of 84 genes, which had been selected for the strength of their regulation and the literature about their known functions, in a subpanel of eight fast versus eight slow cell lines. Notably, 38 out of 41 genes showed similar regulation in both RNA‐seq and RT‐qPCR data with 25 of them reaching statistical significance, underlining the reproducibility of the approach (Fig. 3D, Fig. S2A‐C, Table S6). Genes that are well‐known promoters (VIM and LOXL2 [39, 40]) or suppressors (CDH1 [41]) of NSCLC migration were also found to be up‐ or downregulated in fast compared with slow cells, respectively, further validating the MigExpress approach (Fig. S2D‐F).

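Of the lines compared by the study, the paper's text names NCI-H2009 as fast and NCI-H1623 as slow (Fig. 2), and these 2 lines, with 3 replicates each, were compared. With 1 line per class, the test is against the spread between replicates and covers the 2 lines, not the classes. Replicates of these 2 lines were closer to each other than most. Their chi-square per gene was 1.76 to 2.26 in NCI-H2009 and 2.50 to 3.55 in NCI-H1623. The median over all pairs of replicates was 20.2, so the spread tested is smaller than in most lines. The libraries had 23224288 to 26210084 reads on genes in NCI-H2009 and 22600089 to 29070881 in NCI-H1623. Of 16710 genes tested with limma on log2(FPKM + 0.1), 2952 differed at least 3-fold with a Benjamini-Hochberg adjusted p under 0.05. Adding 1 FPKM before taking logarithms left 1812 genes, and testing all genes without the cutoff on FPKM gave 5600. With the spread estimated over all libraries, 2930 genes differed at least 3-fold. An adjusted p under 0.05 at any fold change was reached by 10573 genes in that fit, against 13485 with the 2 lines alone.
VIM (vimentin, ENSG00000026025.15, chromosome 10 of GRCh38 from 17228241 to 17237593) had 155 ± 2.50 FPKM (SD, n = 3) in NCI-H2009 and 0.189 ± 0.038 FPKM (SD, n = 3) in NCI-H1623. The latter value rests on 9 to 17 reads per library and is 0.0104% of that in A427, the NSCLC line with the most VIM. Its log2 fold change was 9.08 (standard error 0.10, adjusted p = 2.39e-08 from limma with Benjamini-Hochberg adjustment), and it was 7.04 when 1 FPKM was added. LOXL2 (lysyl oxidase like protein, ENSG00000134013.15, chromosome 8 from 23296897 to 23425328) had 16.9 ± 0.13 FPKM (SD, n = 3) in NCI-H2009 and 1.05 ± 0.13 (SD, n = 3) in NCI-H1623. This is a log2 fold change of 3.89 (standard error 0.09, adjusted p = 1.71e-07 from limma with Benjamini-Hochberg adjustment). CDH1 (E-cadherin, ENSG00000039068.18, chromosome 16 from 68737292 to 68835537) had 101 ± 0.65 FPKM (SD, n = 3) in NCI-H2009 and 66.6 ± 0.44 FPKM (SD, n = 3) in NCI-H1623. CDH1 was thus higher in NCI-H2009, with a log2 fold change of 0.60 (standard error 0.02, adjusted p = 3.23e-07 from limma with Benjamini-Hochberg adjustment). In a limma fit of all libraries, where the spread between replicates is estimated over all lines, the Benjamini-Hochberg adjusted p for CDH1 was 0.203. The classes of the other 55 NSCLC lines were not used here.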

**Fig. 3:**
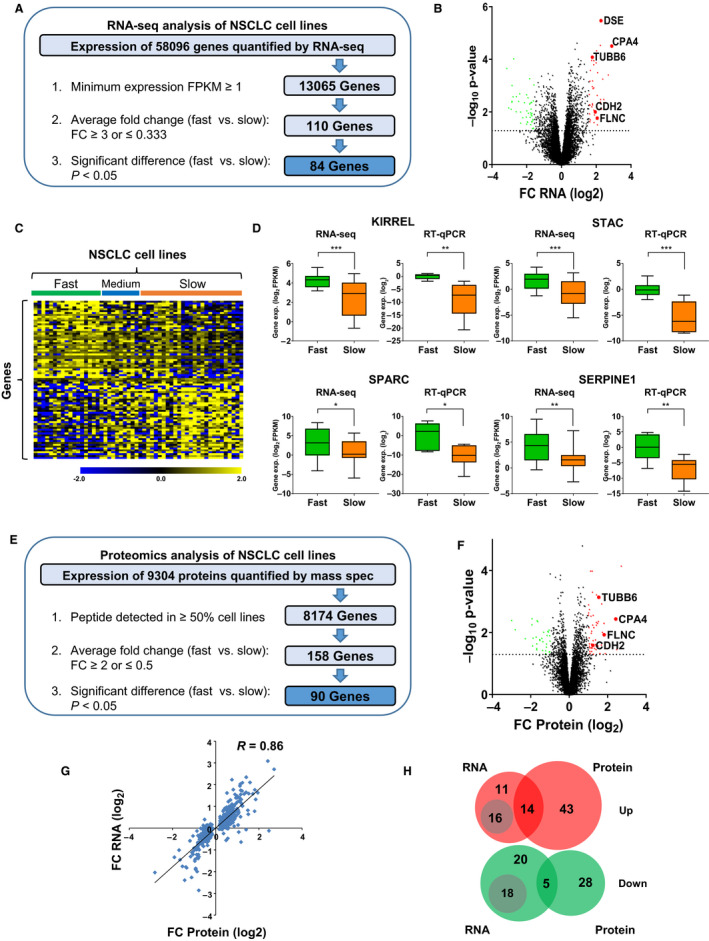
Transcriptomic and proteomic profiling of NSCLC cell lines. (A) Pipeline for the identification of candidate genes from RNA‐seq data. The analysis identified 84 candidate genes based on expression, regulation, and significance. (B) Volcano plot for 13065 genes that have a minimum expression of FPKM ≥ 1. The red dots represent significantly upregulated genes (fold change ≥ 3, *P* < 0.05), and the green dots represent significantly downregulated genes (fold change ≤ 0.333, *P* < 0.05). Selected candidates are indicated with larger circles. (C) Heat map of 84 candidate genes. Each row represents a gene, and each column represents a cell line. The first 18 columns are the fast‐migrating (green), the next 10 columns are the medium‐migrating (blue), and the last 26 cell lines are the slow‐migrating (orange) cell lines. In the heat map, yellow color indicates high, while blue color indicates low expression. (D) RT‐qPCR validation of selected upregulated candidates in eight fast versus eight slow cell lines. Boxplots: central line = median / box = 25% and 75% quartiles / whiskers = min and max. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. (E) Pipeline for the identification of candidate genes from mass spectrometry data. The analysis identified 90 candidate genes based on expression, regulation, and significance. (F) Volcano plot for 8174 genes that have minimum expression with peptide detection in ≥ 50% of cell lines. The red dots represent significantly upregulated genes (fold change ≥ 2, *P* < 0.05), and the green dots represent significantly downregulated genes (fold change ≤ 0.5, *P* < 0.05). Selected candidates are indicated with larger circles. (G) Correlation between RNA‐seq and mass spectrometric data for the fold change in differentially expressed genes between fast versus slow cells (*n* = 525; genes with significant *P*‐value < 0.05 from both datasets, FPKM ≥ 1 in RNA‐seq data / detected in ≥ 50% cell lines in mass spec). R represents Pearson’s correlation coefficient. (H) Overlap between upregulated (red) and downregulated (green) candidates identified from RNA‐seq versus mass spectrometry data. The numbers in the gray circles represent genes that were regulated at the RNA level but not detected at the protein level. No overlap was observed in opposing directions of regulation among the candidate lists.

Overall in the proteomic profiling of the 54 cell lines, a total of 9304 proteins were detected by mass spectrometry. Out of these, 8174 proteins fulfilled the criterion for a minimum of expression with a detectable signal in at least 50% of the cell lines (Table S7). Further selection based on a minimum fold change of twofold and *P*‐value < 0.05 between fast versus slow cell lines revealed 90 differentially expressed candidates based on proteomics (Fig. 3E‐F, Table S8).

Furthermore, we compared the regulation at the RNA and the protein level for 525 genes (with *P* < 0.05 for the RNA‐seq and mass spectrometry datasets and with minimum expression of FPKM ≥ 1 for RNA‐seq data and proteins detected in ≥ 50% cell lines for mass spectrometry data) and found a very high correlation (*R* = 0.86) for the fold change between fast versus slow cell lines between the transcript and the protein level (Fig. 3G).

When the independent candidate lists of 84 hits from transcriptomics and 90 hits from proteomics were compared, 34 genes were detected by RNA‐seq but not by mass spectrometry. For the remaining 50 hits from RNA‐seq, 19 genes (38%) displayed an overlap with the proteomic hits with 14 upregulated and five downregulated genes (Fig. 3H). Importantly, no overlaps were found for opposing directions of regulation between transcriptomics and proteomics. When the 43 proteins upregulated and the 28 proteins downregulated were analyzed manually at the RNA level without any filters, all 71 transcripts were regulated also concordantly in the same direction and none in the opposite direction, but then 14 were filtered out due to low expression at the RNA level and 57 did not reach threefold regulation. Gene Ontology (GO) pathway analysis of the upregulated genes merged from both candidate lists unraveled a significant enrichment of terms linked to migratory processes such as ECM organization, cell adhesion, or cell migration (Fig. S3A), while the 76 downregulated genes showed significant enrichment of specific metabolic processes (Fig. S3B).

In summary, MigExpress identified candidates linked to cell migration by combining differential migratory capacities of the broad panel of cell lines to their transcriptomic and proteomic profiles.

### 3.3 Candidates selected from MigExpress correlate with NSCLC patient survival

For the further characterization and validation of the hits obtained from our MigExpress screen in NSCLC, we selected six candidates upregulated in fast cells compared with slow cells: *CDH2* (N‐Cadherin) [42], which had already previously been prominently linked to cell migration served as positive control and was significantly upregulated in fast cells in the RNA‐seq and the mass spectrometry analysis. Among the genes not previously linked to cell migration according to GO, the following five candidates were selected for further validation: *CPA4* (carboxypeptidase 4 [43, 44]), *FLNC* (filamin C [45, 46]), and *TUBB6* (tubulin beta 6 [47]) as candidates with high fold change between fast versus slow cell lines in transcriptomic and proteomic data. Dermatan sulfate epimerase (*DSE* [48, 49]) had the second highest fold change difference from RNA‐seq data (after *CPA4*) and was not detected by mass spectrometry. *BICC1* (bicaudal C homolog 1 [50, 51]) was highly expressed in a subset of fast cell lines that represented LUAD. 

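BICC1 (ENSG00000122870.11) lies on chromosome 10 of GRCh38 from 58512872 to 58831435. Its mean expression in the 50 adenocarcinoma lines ranged from 0.0891 FPKM in NCI-H1435 to 58.5 ± 3.41 FPKM (SD, n = 3) in NCI-H2030, with a median of 2.31 FPKM. The next highest lines were A549 with 49.4 ± 6.09 FPKM (SD, n = 3) and NCI-H2023 with 36.2 ± 1.50 FPKM (SD, n = 3), both adenocarcinoma. Of the 10 NSCLC lines with the highest values, which had 12.5 to 58.5 FPKM, 9 were adenocarcinoma lines, against 87.7% of the panel. In 30 adenocarcinoma lines BICC1 had at least 1 FPKM, and in 20 it had less. The 7 other NSCLC lines, whose type the labels leave open, had 0.328 FPKM (NCI-H460) to 12.7 ± 2.07 FPKM (SD, n = 2, NCI-H520), with a median of 2.58 FPKM. This median is the value of NCI-H1703 (SD 1.11, n = 2). Replicate 1 of NCI-H1703 and of NCI-H520 held 134 and 64 protein-coding genes above 0.5 FPKM that had less than 0.05 FPKM in replicate 2. With log2 values averaged over the replicates of each line, the medians of the adenocarcinoma and the other lines differed by -0.11. The 2 groups were not separated by a two-sided exact rank-sum test (p = 0.840, adjusted p = 0.915 over the 6 selected genes). An adenocarcinoma line was the higher in 47.4% of all pairs of lines from the 2 groups. The sign of this difference depended on single lines, as it was 0.37 without Calu-1, NCI-H292, or NCI-H520. It was also reversed with libraries scaled by their median ratio (0.12) and without replicate 1 (0.31). The 7 other lines were sequenced less deeply than the adenocarcinoma lines (two-sided exact rank-sum test, p = 0.00362). Replicates of a line had a median SD of 0.25 on the log2 scale, and line means an SD of 2.34, so differences among lines were larger than the spread between replicates. Which of these lines belong to the fast class was not used here.

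**Figure D1:**
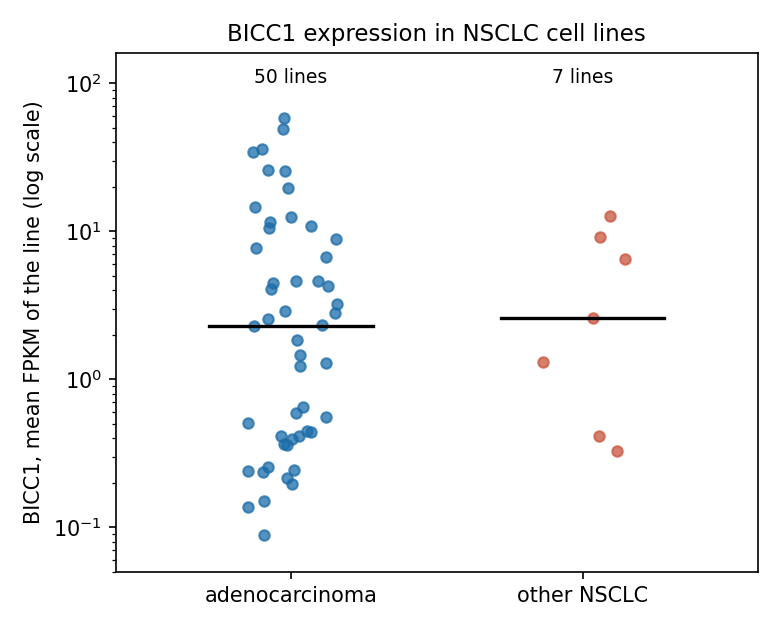
BICC1 expression of each NSCLC line, as the mean FPKM of its replicates on a log axis, in the 50 adenocarcinoma lines and the 7 other lines. Each point is a line and each bar the median of its group (2.31 and 2.58 FPKM), and the values of the other lines lie inside the range of the adenocarcinoma lines.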

For all selected genes, we observed no significant correlation with the proliferation capacity of cells.

All six selected genes were upregulated in the fast compared with the slow cell lines in our RNA‐seq, RT‐qPCR, and mass spectrometry data (Fig. 4A‐F). 

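CDH2 (N-cadherin, ENSG00000170558.8) lies on chromosome 18 of GRCh38 from 27932879 to 28177946. In the fast line NCI-H2009 it had 9.23 ± 0.24 FPKM (SD, n = 3) and in the slow line NCI-H1623 0.557 ± 0.079 FPKM (SD, n = 3). Its log2 fold change was 3.83 (standard error 0.10, adjusted p = 3.07e-07 from limma with Benjamini-Hochberg adjustment). DSE (ENSG00000111817.17, chromosome 6 from 116254173 to 116444861) had 8.18 ± 0.22 FPKM in NCI-H2009 and 0.658 ± 0.117 FPKM in NCI-H1623 (SD, n = 3 each). CPA4 (ENSG00000128510.10, chromosome 7 from 130293134 to 130324180) had 3.62 ± 0.22 FPKM and 0.308 ± 0.007 FPKM (SD, n = 3 each), the latter from 19 to 25 reads per library. FLNC (ENSG00000128591.15, chromosome 7 from 128830406 to 128859274) had 51.6 ± 0.19 FPKM and 0.694 ± 0.041 FPKM (SD, n = 3 each). TUBB6 (ENSG00000176014.12, chromosome 18 from 12307669 to 12344320), a member of the tubulin family whose copies share sequence, had 119.8 ± 2.13 FPKM and 25.3 ± 0.49 FPKM (SD, n = 3 each). BICC1 had 4.61 ± 0.08 FPKM and 0.246 ± 0.040 FPKM (SD, n = 3 each). The log2 fold changes of these 5 genes were 3.46 for DSE, 3.19 for CPA4, 6.02 for FLNC, 2.24 for TUBB6, and 3.77 for BICC1, with standard errors of 0.02 to 0.12. Their adjusted p was 9.26e-07 or less from limma with Benjamini-Hochberg adjustment over 16710 genes. For each of the 6 genes the 3 replicates of NCI-H2009 lay above the 3 of NCI-H1623, and the genes stayed higher under each alternative pseudocount, FPKM cutoff, scaling and fit and with each replicate left out. With 1 FPKM added, the log2 fold change of BICC1 was 2.17. The NCI-H1623 values of CDH2, CPA4, FLNC, and BICC1 were 0.374%, 0.248%, 0.451%, and 0.420% of those in the NSCLC line with the most of each gene. At such low levels, reads of another line may contribute to the values in NCI-H1623. Reads from the line with the most of each gene would include its VIM. NCI-H1792 (CDH2), NCI-H838 (CPA4), NCI-H820 (FLNC), and NCI-H2030 (BICC1) had 898, 389, 260, and 822 FPKM of VIM, against 0.189 in NCI-H1623. This argues against these lines as the main source, while lines with little VIM stay open. Every one of these differences is between a single fast and a single slow line. The paper compares all fast with all slow lines at the RNA and protein level and states that the 6 genes were upregulated in the fast lines.

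**Figure D2:**
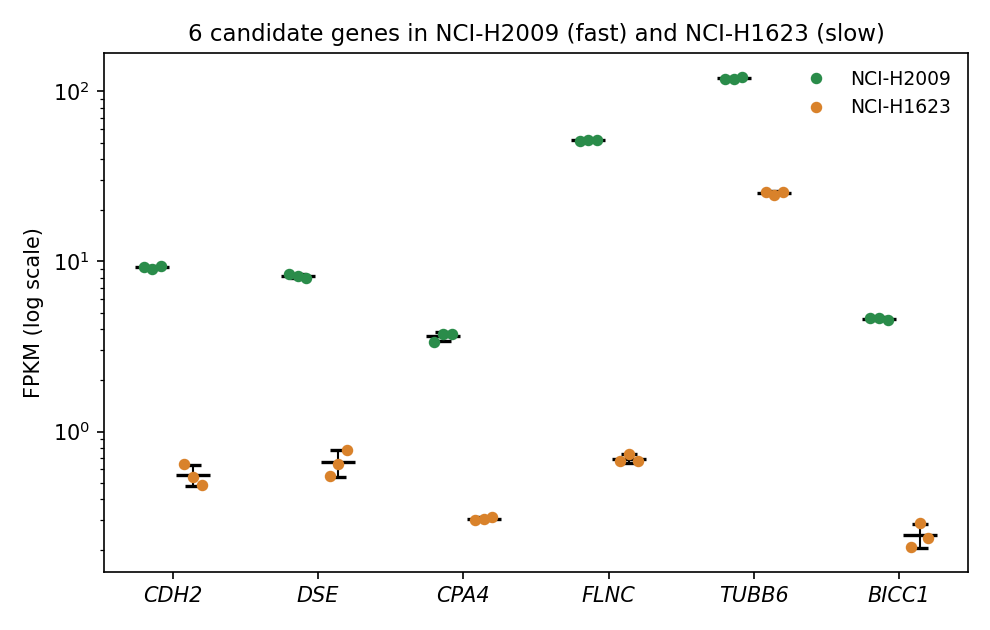
FPKM of the 6 genes on a log axis in the replicates (points) of NCI-H2009 and NCI-H1623, with the mean and SD of the 3 replicates (bars). The NCI-H2009 replicates lie above those of NCI-H1623 for each gene. As a ratio of the means, the difference is smallest for TUBB6 (119.8 against 25.3 FPKM).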

From The Cancer Genome Atlas (TCGA), we extracted expression and survival data for 994 NSCLC patients [52, 53]. Strikingly, the expression of all six selected genes was negatively correlated with the overall survival in this large NSCLC patient cohort with moderate hazard ratios but all reaching statistical significance. NSCLC patients with high expression of the individual genes showed significantly poorer survival compared with those expressing lower levels of the respective gene (Fig. 4G‐L).

**Fig. 4:**
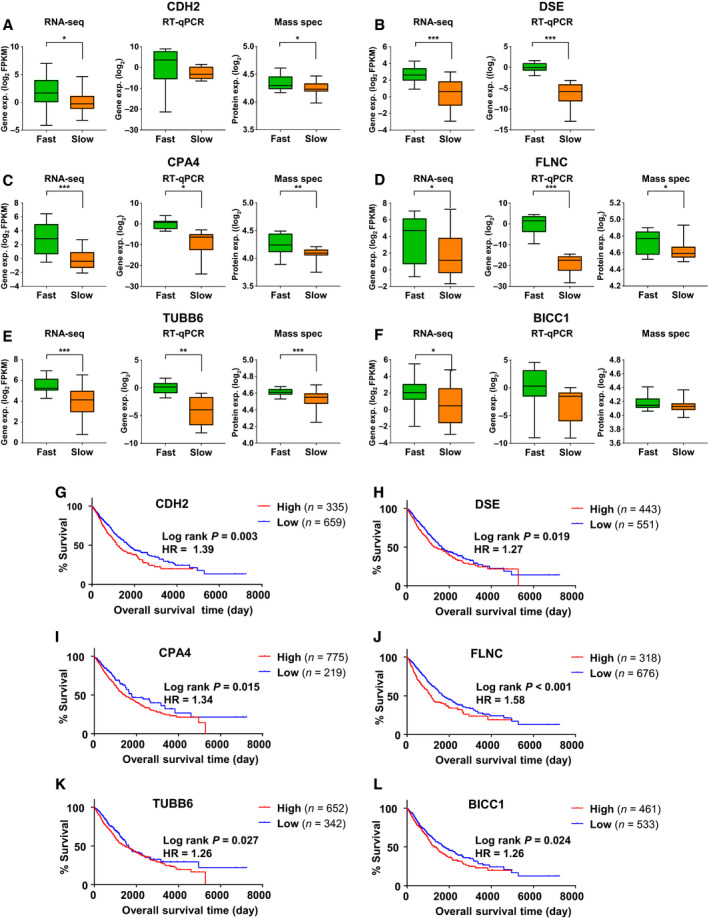
Gene expression and survival analyses of six candidate genes. (A‐F) Gene expression between fast versus slow cell lines from RNA‐seq (*n* = 54), RT‐qPCR (*n* = 16), and proteomic data (*n* = 54) for (A) *CDH2*, (B) *DSE*, (C) *CPA4*, (D) *FLNC*, (E) *TUBB6*, and (F) *BICC1*. DSE was not detected at the protein level. All six candidates exhibit upregulation in fast versus slow cells. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. (G‐L) Kaplan–Meier survival plot of NSCLC patients (*n* = 994) with high versus low levels of the candidate genes—(G) *CDH2*, (H) *DSE*, (I) *CPA4*, (J) *FLNC*, (K) *TUBB6*, and (L) *BICC1*. Log‐rank test *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. HR, hazard ratio.

### 3.4 Knockdown of candidate genes validates their importance in NSCLC cell migration

Knockdown of the six selected genes with specific siPOOLs, complex mixtures of 30 siRNAs to minimize potential off‐target effects [54], led to effective silencing of these genes (Fig. 5A). Time‐resolved IncuCyte^®^ migration assays uncovered a significant impact of each of the knockdown of the selected genes with a significant decrease in the cell migration of NCI‐H1792 cells (Fig. 5B‐G). To further verify that this effect was independent of a specific cellular background, we repeated these experiments in four additional LUAD cell lines (NCI‐H2009, NCI‐H1666, HCC‐827, and NCI‐H838). In all cases, we found effective knockdown of the target genes by siPOOLs (Fig. S4A,5A,6A,7A). For three of the selected hits, we generally observed significantly decreased cell migration upon their knockdown in all five cell lines, for two hits (incl. CDH2) in four cell lines and for one hit in three cell lines (Fig. 5B‐G and S4‐7, Table S9).

**Fig. 5:**
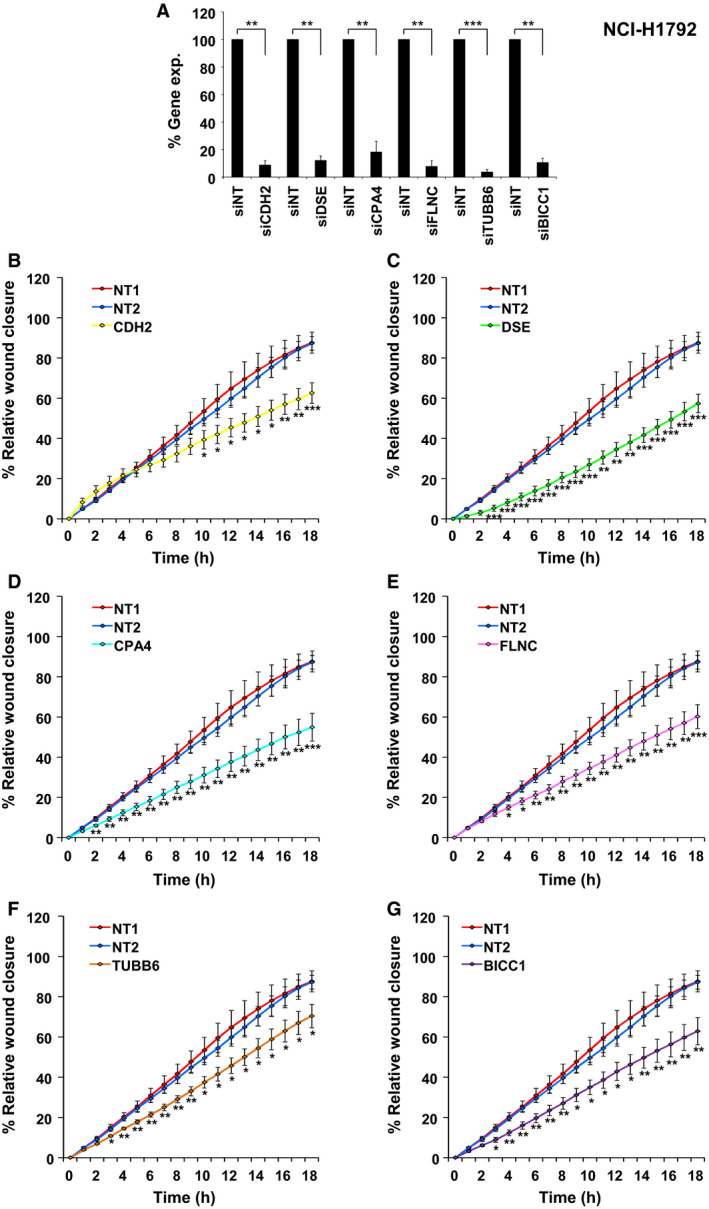
Effect of candidate gene knockdown on NCI‐H1792 cell migration. (A) Knockdown verification by real‐time qPCR (*n* = 3). Expression in cells treated with the nontargeting (NT) siPOOL was normalized to 100%. All genes show effective knockdown by siPOOLs. Statistical test: *t*‐test with Welch’s correction, *P*‐values:   **P < 0.01, ***P < 0.001. (B‐G) Scratch assay results for knockdown of candidate genes (*n* = 4)—(B) *CDH2*, (C) *DSE*, (D) *CPA4*, (E) *FLNC*, (F) *TUBB6*, and (G) *BICC1*. NT1 and NT2 denote technical replicates of siNT (nontargeting siRNA). Mean and SEM are shown. *F*‐test followed by *t*‐test was done for each time point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration was observed upon knockdown of all six candidate genes.

To again exclude that cell proliferation might bias the obtained results for migration, two control experiments were performed. First, the proliferation rate of NCI‐H1792 and NCI‐H2009 cells was determined after knockdown of the selected genes. Gene knockdown did not cause any significant difference in proliferation within 48 h—the maximum transfection and migration period of the ORIS™ assays, while the IncuCyte^®^ assays lasted only for 42 h. After 72 h, no differences were observed in NCI‐H2009 cells and only marginally decreased proliferation for BICC1 in NCI‐H1792 (Figs S8A‐B and S9A,B). Second, cell migration assays were performed in the presence of cell cycle inhibitor mitomycin C (MitC) to uncouple effects on cell migration from potential effects on cell proliferation. In the presence of mitomycin C, knockdown of individual genes continued to significantly reduce cell migration in NCI‐H1792 cells (Fig. S8C‐H). In NCI‐H2009 cells, also all six gene knockdowns decreased cell migration reaching statistical significance for *CPA4*, *FLNC,* and *DSE* (Fig. S9C‐H).

Taken together, the effective knockdown of all six candidate genes—including five hits not previously linked to lung cancer cell migration—uncovered their significant impact on lung cancer cell migration in multiple cell lines and independent of cell proliferation.

### 3.5 Filamin family member *FLNC* specifically regulates NSCLC migration

Knockdown of *FLNC* led to reduced migration in all five cell lines without an effect on proliferation. We further investigated FLNC because it showed the highest difference in survival between high‐ versus low‐expressing NSCLC patients (Fig. 4J, HR = 1.6).

*FLNC* is a member of the filamin family comprising the closely related members *FLNA*, *FLNB,* and *FLNC*. In NSCLC patients (TCGA), the overall expression of *FLNC* was found lower compared with the higher expressed *FLNA* and *FLNB* (Fig. 6A). However, a pan‐cancer analysis for the survival association in different tumor entities revealed that *FLNC* expression was associated with poor prognosis in 16 different types of cancers including NSCLC (Figs 6B and 4J). In contrast, the more highly expressed family members *FLNA* and *FLNB* were far less frequently associated with a poor prognosis (Fig. 6B) and had no significant prognostic value in NSCLC patients (Fig. S10A,B). Notably, *FLNC* expression was significantly increased in stage IV of NSCLC compared with earlier stages, so the *FLNC* enrichment to the metastatic stage further linked it to cell migration (Fig. 6C). Again, FLNA and FLNB did not show any stage‐specific patterns (Fig. S10C,D).

**Fig. 6:**
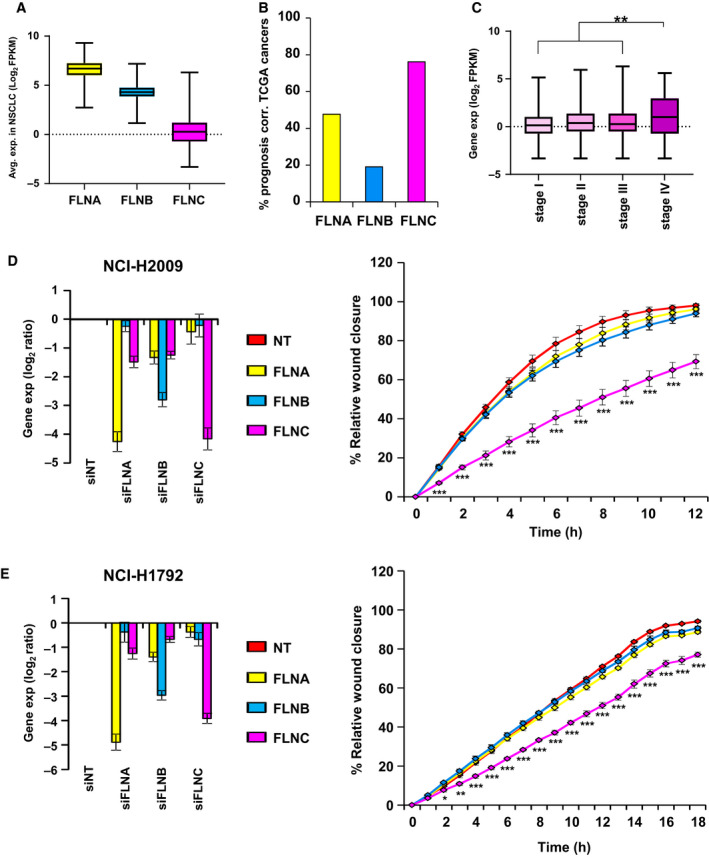
Filamin C (*FLNC*) is an important mediator of NSCLC cell migration. (A) Gene expression (RNA‐seq) of *FLNA* (yellow), *FLNB* (blue), and *FLNC* (pink) in primary human NSCLC samples (*n* = 994, TCGA). (B) Percentage of TCGA cancer types for which *FLNA*, *FLNB,* and *FLNC* expression, respectively, was associated significantly with poor prognosis. (C) Box plot depicting *FLNC* expression in different NSCLC stages (I to IV, *n* = 994, TCGA). Statistical test: one‐way ANOVA followed by Dunnett’s test. *P*‐value for test of trend: **P < 0.01. (D‐E) Knockdown (RT‐qPCR) of *FLNA*, *FLNB,* and *FLNC* and subsequent migration assay in NCI‐H2009 cells (D) and NCI‐H1792 cells (E). All experiments were performed in biological triplicates. Expression in cells treated with the nontargeting (NT) siPOOL was normalized to 100%. Mean and SEM are shown. For RT‐qPCR data, *t*‐test with Welch’s correction was done, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. For scratch assay, *f*‐test and *t*‐test were done for each time point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. Only knockdown of *FLNC* led to a significant reduction in migration of both cell lines.

To finally assess the impact of the three filamin family members on cell migration, we effectively and specifically knocked them down in two different cell lines (Fig. 6D,E). While *FLNC* knockdown significantly inhibited cell migration, the knockdown of the two other family members had no significant effect on cell migration (Fig. 6D,E).

Altogether, our data show that the least expressed filamin, *FLNC*, has the strongest association with patient survival, is enriched in the metastatic stage IV of NSCLC, and is the only family member to significantly affect lung cancer cell migration.

### 3.6 Differentially expressed circular RNAs in cell migration

The RNA‐seq dataset also enabled the analysis of circular RNAs (circRNAs) based on the analysis of back‐splicing reads [28, 38]. When applying similar filters for minimum expression (detection in >= 50% of the cell lines), regulation (at least threefold), and statistical significance (*P* < 0.05), we identified at the gene level (Table S10) 28 genes generating differentially expressed circRNAs between fast and slow cell lines (Fig. S11A,B, Table S11). At the level of individual circRNAs defined by a specific back‐splice site (Table S12), we found 33 circRNAs to be differentially expressed between fast and slow cell lines (Fig. S11C,D, Table S13). We selected three circRNAs for validation of their regulation by RT‐qPCR using divergent outward‐facing primers and verified the upregulation of circADAMTS6 (exon 2; exon 7) and circAXL (exon 13; exon 14) and the downregulation of circTC2N (exon 4; exon 8) in fast compared with slow cell lines (Fig. S11E,G).

## 4 Discussion

Cell migration is a fundamentally important process in health and disease. Therefore, the systematic evaluation of cell migration and identification of genes controlling this process in a high‐throughput fashion is required, but has so far been a difficult task. In our study, we designed and implemented an effective method called MigExpress to successfully tackle this challenge. MigExpress (identification of Migration control genes by differential Expression) combines two quantitative analyses: cell migration and molecular profiling. The cell migration analysis is performed in parallel for a large number of cell lines using the robust and quantitative ORIS™ assay. The cell lines can also be grown on different matrix surfaces to monitor their migratory behavior based on extracellular signaling and attachment. The molecular profiling is performed by subjecting the same panel of cell lines to transcriptomics (e.g., strand‐specific RNA sequencing after ribosomal RNA depletion) and / or proteomics (e.g., mass spectrometry). Genes differentially expressed between fast and slowly migrating cell lines can then be identified as candidate genes controlling cell migration and can then be individually scrutinized for validation.

Metastasis is the leading cause of death in most cancers, and it occurs when cancer cells migrate from the primary site and form new tumor nodules at a secondary site [55]. Yet, our understanding of the biology of metastasis and the underlying cancer cell migration is far from complete. Lung cancer is one of the most metastatic tumor types and the leading cause of cancer‐related deaths worldwide [7]. Indeed, cell migration is an integral part of NSCLC progression [56, 57, 58]. Therefore, we applied MigExpress on a panel of 54 non‐small cell lung carcinoma (NSCLC) cell lines since NSCLCs represent the most common type of lung cancer [8]. We performed the phenotypic quantification using the ORIS™ assay on three different matrix surfaces to classify the 54 NSCLC cell lines into 18 fast‐, 10 medium‐, and 26 slow‐migrating lines.

The established standard assays for analyzing cell migration are the scratch / wound‐healing assay or the Boyden chamber assay. However, both methods come with limitations—the scratch assay has limited reproducibility due to the difficulties in producing even scratches and the Boyden chamber assay is time‐consuming and cannot be used for high‐throughput studies [59]. We find that assaying migration using ORIS™ in a high‐throughput manner yields robust, reproducible, and quantitative results. Importantly, the results correlate very well with the standard scratch assay.

Regarding the surface coating, we observe that the migration capacities of the NSCLC cell lines are largely independent of the matrix surface, which suggests that cancer cells have inherent molecular properties that render them more migratory, which may not be influenced by ECM signaling. For example, a p53 mutation increases the migration capacity of cells by regulating Rho GTPase family proteins [60, 61].

For the molecular profiling, we evaluated the expression levels of 58 096 transcripts, 148 811 circRNAs, and 9304 proteins using replicates of RNA‐seq and mass spectrometry, respectively, in all 54 cell lines. The observed expression levels between transcriptomics and proteomics correlated very well, while the overlap in candidate hits was lower due to the stringent expression cutoff in both analyses. Thereby, we identified genes differentially regulated between fast‐ and slowly migrating cells. This reflects two important advantages of MigExpress: (a) It covers the entire transcriptome and / or proteome allowing the identification of a broad spectrum of genes at the RNA (both protein‐coding and noncoding) and protein levels, and (b) it employs a large number of cell lines allowing the identification of generally or broadly relevant factors not restricted to single‐cell lines. Indeed, this comprehensiveness is unique among the previously described screens, which were either restricted by a small number of cell lines and / or the limited number of genes queried [15, 16, 17, 18, 19, 20, 21, 22, 23, 24, 25]. Vice versa, the stringent selection criteria applied here should minimize the occurrence of false positives, but increase the likelihood of false negatives such that also important migration factors will be missed by MigExpress.

The statistical analysis identified 84 and 90 differentially regulated candidate molecules between fast‐ and slow‐migrating NSCLC cell lines at the RNA and protein level, respectively. Hence, transcriptomics and proteomics identified comparable numbers of candidates, although the transcriptomic analysis quantified a larger number of genes due to its higher sensitivity but many of these were lowly expressed and hence filtered out in our stringent analysis. GO analysis of the genes upregulated in fast cell lines revealed the significant enrichment of several terms such as ECM organization, signal transduction, cell migration, and cell adhesion [62, 63, 64]. Thus, this analysis validates the MigExpress approach as it significantly enriches genes already implicated to cell migration and thereby reproduces numerous prior studies.

Beyond this state of the art, MigExpress importantly also identifies genes not previously linked to cell migration. To further validate these novel players in lung cancer cell migration, we selected five candidates—DSE, CPA4, FLNC, TUBB6, and BICC1—and the positive control CDH2, which were upregulated in fast cells and also associated with poor overall survival in NSCLC patients. Indeed, all of these genes possess strong pro‐migratory properties. The siPOOL‐mediated knockdown of these genes in five different NSCLC cell lines reduced the cell migration capacities to varying degrees. Notably, this effect was independent of cell proliferation, which was not significantly affected by the knockdown, nor did mitomycin C treatment affect the observed migration phenotypes.

Filamin C (FLNC) is one migration factor from our MigExpress study with a striking impact. To further evaluate the specificity of our findings, we carefully looked at the filamins—a family of actin‐binding proteins that enhance the stability of the cytoskeleton and are involved in mechanotransduction, cell adhesion, and migration [65]. They comprise three closely related members—FLNA, FLNB, and FLNC with ~ 70% homology between their protein sequences [66]. MigExpress identifies FLNC, but not FLNA and FLNB, among the top candidate genes. While FLNA and FLNB are highly expressed in all tissues, FLNC is specifically expressed in lung and muscle tissues (Human Protein Atlas). Multiple studies report a role for FLNA and FLNB in cancer cell migration, but the role of FLNC remains largely unexplored [67, 68, 69, 70, 71, 72]. Here, we observe that FLNC is the least expressed filamin family member in NSCLC, but strikingly it also is the only family member significantly affecting NSCLC cell migration, significantly associating with poor prognosis in NSCLC patients and showing increased expression in metastatic stage IV of NSCLC. In line with our findings, FLNC has been proposed to be associated with poor prognosis in glioblastoma, esophageal squamous cell carcinoma, and prostate cancer [73, 74]. In summary, our study suggests that the MigExpress candidate FLNC, rather than FLNA or FLNB, is a relevant factor in NSCLC migration, metastasis, and survival.

As a future outlook, similar approaches combining the molecular profiling and functional screening of larger sets of cell lines can also be used to discover new factors governing other cellular properties such as proliferation, apoptosis, or drug response or the impact of molecular aberrations such as canonical or noncanonical mutations on the expression of cancer genes [75, 76, 77].

## 5 Conclusions

In summary, we developed, applied, and validated MigExpress as a method to systematically identify genes impacting the highly relevant process of cell migration by combining quantitative molecular profiling with robust quantification of cell migration in a broad panel of cell lines. As a proof of principle, we successfully discovered and validated multiple genes essential in lung cancer cell migration. Future studies will need to unravel whether these factors differentially expressed and regulating migration in cell culture correlate with the metastatic potential *in vivo*. As a comprehensive resource, we provide a deep transcriptomic and proteomic profile of a NSCLC cell line panel and a quantitative assessment of their proliferation and migration properties. For the future, MigExpress can be broadly employed to uncover migration control genes across all fields of life science research.

## Conflict of interest

S.Di. is co‐owner of siTOOLs Biotech GmbH, Martinsried, Germany. All other authors disclose no competing interests.

## Author contributions

JP analyzed, validated, and extended the migration screen; ACB performed and analyzed the migration screen; SDh, JS, and MA conducted and analyzed experiments; YS analyzed the transcriptome data; JB, CM, CL, and BK performed and analyzed the proteome data; SDi conceived, coordinated, and supervised the project; and JP and SDi wrote the manuscript and all authors read, edited, and approved the manuscript.

## Ethics approval and consent to participate

Not applicable.

## Consent for publication

Not applicable.

## Supporting information

**Fig. S1**. Migration assay validation. A. Standard error of mean (SEM) plotted for replicate experiments of each cell line grown on three different coated matrices. The mean is represented by red solid line. The red dashed line represents SEM of 5. B. Lack of correlation between proliferation of the 54 NSCLC cell lines at 72 h and the percentage migration from ORIS™ assay (uncoated). R represents Pearson’s correlation coefficient. C. Representative images of 18 further fast and slow cell lines used for validation in the IncuCyte^®^ scratch assay at 0 h, 24 h and 48 h.
**Fig. S2**. Gene expression validation in fast versus slow NSCLC cell lines. A‐C. Genes downregulated in fast cell lines compared to slow cell lines from RNA‐seq (*n* = 54) and RT‐qPCR (*n* = 16) data – A. *CEACAM6*, B. *PRR15L*, C. *AGR2*. D‐F. Genes previously reported as regulators of NSCLC cell migration – D. *VIM*, E. *LOXL2*, F. *CDH1*. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001.
**Fig. S3**. Gene Ontology (GO) analysis for pathway enrichment of candidate genes. A. GO analysis of upregulated genes from RNA‐seq and mass spectrometry data (*n* = 98). B. GO analysis of downregulated genes from RNA‐seq and mass spectrometry data (*n* = 76). All pathways selected are statistically significant (*P*‐value < 0.05) and have a minimum of four genes enriched in the pathway.
**Fig. S4**. Effect of knockdown of candidate genes on NCI‐H2009 cell migration. A. Knockdown verification by real‐time qPCR (*n* = 3). Expression in cells treated with the nontargeting (NT) siPOOL was normalized to 100%. All genes show efficient knockdown. –Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. B‐G. Scratch assay results for knockdown of candidate genes (*n* = 4) ‐ B. *CDH2*, C. *DSE*, D. *CPA4*, E. *FLNC*, F. *TUBB6*, G. *BICC1*. NT1 and NT2 denote technical replicates of siNT (nontargeting siRNA). Mean and SEM are shown. *F*‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration capacity was observed upon knockdown of the candidate genes except *TUBB6*.
**Fig. S5**. Effect of knockdown of candidate genes on NCI‐H1666 cell migration. A. Knockdown verification by real‐time qPCR (*n* = 3). Expression in cells treated with the nontargeting (NT) siPOOL was normalized to 100%. All genes show efficient knockdown. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. *CDH2* shows efficient knockdown but is not statistically significant. B‐G. Scratch assay results for knockdown of candidate genes (*n* = 4) ‐ B. *CDH2*, C. *DSE*, D. *CPA4*, E. *FLNC*, F. *TUBB6*, G. *BICC1*. NT1 and NT2 denote technical replicates of siNT (non‐targeting siRNA). Mean and SEM are shown. *F*‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration capacity was observed upon knockdown of all six candidate genes.
**Fig. S6**. Effect of knockdown of candidate genes on HCC‐827 cell migration. A. Knockdown verification by real‐time qPCR (*n* = 3). Expression in cells treated with the non‐targeting (NT) siPOOL was normalized to 100%. All genes show efficient knockdown. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. *CDH2* knockdown was not statistically significant. B‐G. Scratch assay results for knockdown of candidate genes (*n* = 5) ‐ B. *CDH2*, C. *DSE*, D. *CPA4*, E. *FLNC*, F. *TUBB6*, G. *BICC1*. NT1 and NT2 denote technical replicates of siNT (non‐targeting siRNA). Mean and SEM are shown. *F*‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration capacity was observed upon knockdown of the candidate genes ‐ *DSE*, *FLNC* and *BICC1*.
**Fig. S7**. Effect of knockdown of candidate genes on NCI‐H838 cell migration. A. Knockdown verification by real‐time qPCR (*n* = 3). Expression in cells treated with the non‐targeting (NT) siPOOL was normalized to 100%. All genes show efficient knockdown. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. B‐G. Scratch assay results for knockdown of candidate genes (*n* = 3) ‐ B. *CDH2*, C. *DSE*, D. *CPA4*, E. *FLNC*, F. *TUBB6*, G. *BICC1*. NT1 and NT2 denote technical replicates of siNT (non‐targeting siRNA). Mean and SEM are shown. *F*‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration capacity was observed upon knockdown of the candidate genes except *CDH2* and *CPA4*.
**Fig. S8**. Effect of knockdown of candidate genes on NCI‐H1792 cell proliferation and migration. A‐B. Cell proliferation assessed with trypan blue counting at 0 h, 48 h and 72 h after siPOOL‐mediated knockdown of the six candidate genes (*n* = 3). *F*‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. Knockdown of all genes show no effect on proliferation for all time points, except for a minimal decrease for siBICC1 condition at 72 h. C‐H. IncuCyte^®^ cell migration assay with siPOOL‐mediated knockdown of candidate genes in the presence of Mitomycin C (7.5–10 µm) for ‐ C. *CDH2*, D. DSE, E. *CPA4*, F. *FLNC*, G. *TUBB6* and H. *BICC1*. NT1 and NT2 denote technical replicates of siNT (non‐targeting siRNA). Mean and SEM are shown. *F*‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration capacity was observed upon knockdown of all six candidate genes.
**Fig. S9**. Effect of knockdown of candidate genes on NCI‐H2009 cell proliferation and migration. A‐B. Cell proliferation assessed with trypan blue counting at 0 h, 48 h and 72 h after siPOOL‐mediated knockdown of the six candidate genes (*n* = 3). F‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. Knockdown of all genes show no effect on proliferation for all time points. C‐H. IncuCyte^®^ cell migration assay with siPOOL‐mediated knockdown of candidate genes in the presence of Mitomycin C (7.5–10 µm) for ‐ C. *CDH2*, D. DSE, E. *CPA4*, F. *FLNC*, G. *TUBB6* and H. *BICC1*. NT1 and NT2 denote technical replicates of siNT (non‐targeting siRNA). Mean and SEM are shown. F‐test followed by *t*‐test was done for each time‐point, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. A significant reduction in migration capacity was observed upon knockdown of *DSE*, *CPA4* or *FLNC*, while a non‐significant trend to reduction was noted for the other candidates.
**Fig. S10**. Survival and staging analyses of *FLNA* and *FLNB* expression in patient samples. A. Kaplan‐Meier survival plot of TCGA NSCLC patient samples with *FLNA* high versus low expression. Log rank‐test *P*‐value is not significant. B. Kaplan‐Meier survival plot of TCGA NSCLC patient samples with *FLNB* high versus low expression. Log rank‐test *P*‐value is not significant. C. Expression of *FLNA* in different stages of NSCLC patient samples from TCGA. D. Expression of *FLNB* in different stages of NSCLC patient samples from TCGA. Statistical test: One‐way ANOVA followed by Dunnett’s test not significant. *P*‐value for test‐of‐trend is not significant.
**Fig. S11**. circRNA profiling of NSCLC cell lines. A. Pipeline for the identification of genes with differential circRNA expression (gene level analysis) from RNA‐seq data. The analysis identified 28 candidate circRNAs based on expression, regulation and significance at the gene level. B. Volcano plot for 4072 genes that have a minimum expression of circRNAs detected in ≥ 50% of cell lines. The red dots represent genes with significantly upregulated circRNAs (fold change ≥ 3, *P* < 0.05) and the green dots represent genes with significantly downregulated circRNAs (fold change ≤ 0.333, *P* < 0.05). Candidates selected for validation are indicated with larger circles. C. Pipeline for the identification of differentially expressed circRNAs (back‐splice level analysis) from RNA‐seq data. The analysis identified 33 individual differentially expressed circRNAs based on expression, regulation and significance. D. Volcano plot for 5050 circRNAs that have been detected in ≥ 50% of cell lines. The red dots represent significantly upregulated circRNAs (fold change ≥ 3, *P* < 0.05) and the green dots represent significantly downregulated circRNAs (fold change ≤ 0.333, *P* < 0.05). Candidates selected for validation are indicated with larger circles. E‐G. RT‐qPCR validation of selected circRNA candidates at the back‐splice level in eight fast versus eight slow cell lines. The RNA‐seq level expression is also provided for the same cell lines. Statistical test: *t*‐test with Welch’s correction, *P*‐values: *P < 0.05, **P < 0.01, ***P < 0.001. Click here for additional data file.

**Table S1**. siPOOLs. Sense and antisense sequences of 30 siRNAs used against each gene ‐ *CDH2*, *DSE*, *CPA4*, *FLNC*, *TUBB6*, *BICC1*, *FLNA* and *FLNB*.
**Table S2**. Primers. Forward and reverse primer sequences for all genes tested by real time‐qPCR.
**Table S3**. Summary of ORIS™ assay for 54 NSCLC cell lines. Values for the assay were calculated for each cell line grown on each matrix surfaces. The table contains average values from all biological replicates. Orange, blue and green represents slow, medium and fast cell lines.
**Table S4**. RNA‐seq data of 54 NSCLC cell lines. RNA‐seq (log_2_FPKM) expression data for 58096 genes for 54 NSCLC cell lines. Fold change values, significance and correlations with different coatings and proliferation for each gene are also provided.
**Table S5**. Candidate genes from RNA‐seq data regulated between fast and slow cell lines. List of 84 candidate genes obtained from RNA‐seq data through the filtration criteria described (Figure 3A). Log_2_FPKM values provided for 18 fast and 26 slow cell lines.
**Table S6**. RT‐qPCR validation of RNA‐seq data. Total of 41 genes were tested in 8 fast and 8 slow cell lines by RT‐qPCR. F‐test followed by *t*‐test was done for fast versus slow cell lines. All genes are significantly differentially regulated in the RNA‐seq data.
**Table S7**. Mass spectrometry data of 54 NSCLC cell lines. Protein expression data for 9304 genes for 54 NSCLC cell lines. Fold change values, significance and correlations with different coatings and proliferation for each gene are also provided.
**Table S8**. Candidate genes from mass spectrometry data regulated between fast and slow cell lines. List of 90 candidate genes obtained from mass spectrometry data through the filtration criteria described (Figure 3E). Expression values provided for 18 fast and 26 slow cell lines.
**Table S9**. Summary of analyses with candidate genes – *CDH2*, *DSE*, *CPA4*, *FLNC*, *TUBB6* and *BICC1*.
**Table S10**. circRNA expression analysis at the gene level from RNA‐seq data of 54 NSCLC cell lines. Back splicing reads per gene normalized to the sequencing library size for 12251 genes in 54 NSCLC cell lines [28, 38]. Fold change values and significance comparing fast versus slowly migrating cell lines on different coating conditions for each gene are also provided.
**Table S11**. Differentially expressed circRNAs at the gene level regulated between fast and slow cell lines. List of 28 genes obtained from RNA‐seq data with differential circRNA expression selected through the filtration criteria described (Supplementary figure 11A). Expression values are provided for 18 fast and 26 slow cell lines which showed these fast or slow properties on the majority of coatings.
**Table S12**. circRNA expression analysis at the back‐splice level from RNA‐seq data of 54 NSCLC cell lines. Back splicing reads per individual circRNA (back‐splice site) normalized to the sequencing library size for 148811 circRNAs in 54 NSCLC cell lines [28, 38]. Fold change values and significance comparing fast versus slowly migrating cell lines on different coating conditions for each circRNA are also provided.
**Table S13**. Differentially expressed circRNAs regulated between fast and slow cell lines detected at the back‐splice level. List of 33 candidate circRNAs obtained from RNA‐seq data and selected through the filtration criteria described (Figure S11C). Expression values provided for 18 fast and 26 slow cell lines which showed these fast or slow properties on the majority of coatings. Click here for additional data file.

## Data Availability

The transcriptomic raw data are provided via the GEO database by the dataset identifier GSE160683. The proteomic raw data, MaxQuant search results, and used protein sequence database have been deposited at the ProteomeXchange Consortium via the PRIDE partner repository and can be accessed using the dataset identifier PXD022146.

# Supplementary material for: Systematic analysis of migration factors by MigExpress identifies essential cell migration control genes in non‐small cell lung cancer
**Source:** Mol Oncol. 2021 May 14;15(7):1797–817. doi: 10.1002/1878-0261.12973
**Supplement:** Supplementary file 1 — Fig. S1. Migration assay validation. A. Standard error of mean (SEM) plotted for replicate experiments of each cell line grown on three different coated matrices. The mean is represented by red solid line. The red dashed line represents SEM of 5. B. Lack of correlation between proliferation of the 54 NSCLC cell lines at 72 h and the percentage migration from ORIS™ assay (uncoated). R represents Pearson’s correlation coefficient. C. Representative images of 18 further fast and slow cell lines used for validation in the IncuCyte® scratch assay at 0 h, 24 h and 48 h. Fig. S2. Gene expression validation in fast versus slow NSCLC cell lines. A‐C. Genes downregulated in fast cell lines compared to slow cell lines from RNA‐seq (n = 54) and RT‐qPCR (n = 16) data – A. CEACAM6, B. PRR15L, C. AGR2. D‐F. Genes previously reported as regulators of NSCLC cell migration – D. VIM, E. LOXL2, F. CDH1. Statistical test: t‐test with Welch’s correction, P‐values: *P < 0.05, **P < 0.01, ***P < 0.001. Fig. S3. Gene Ontology (GO) analysis for pathway enrichment of candidate genes. A. GO analysis of upregulated genes from RNA‐seq and mass spectrometry data (n = 98). B. GO analysis of downregulated genes from RNA‐seq and mass spectrometry data (n = 76). All pathways selected are statistically significant (P‐value < 0.05) and have a minimum of four genes enriched in the pathway. Fig. S4. Effect of knockdown of candidate genes on NCI‐H2009 cell migration. A. Knockdown verification by real‐time qPCR (n = 3). Expression in cells treated with the nontargeting (NT) siPOOL was normalized to 100%. All genes show efficient knockdown. –Statistical test: t‐test with Welch’s correction, P‐values: *P < 0.05, **P < 0.01, ***P < 0.001. B‐G. Scratch assay results for knockdown of candidate genes (n = 4) ‐ B. CDH2, C. DSE, D. CPA4, E. FLNC, F. TUBB6, G. BICC1. NT1 and NT2 denote technical replicates of siNT (nontargeting siRNA). Mean and SEM are shown. F‐test followed by t‐test was done for each time‐point,

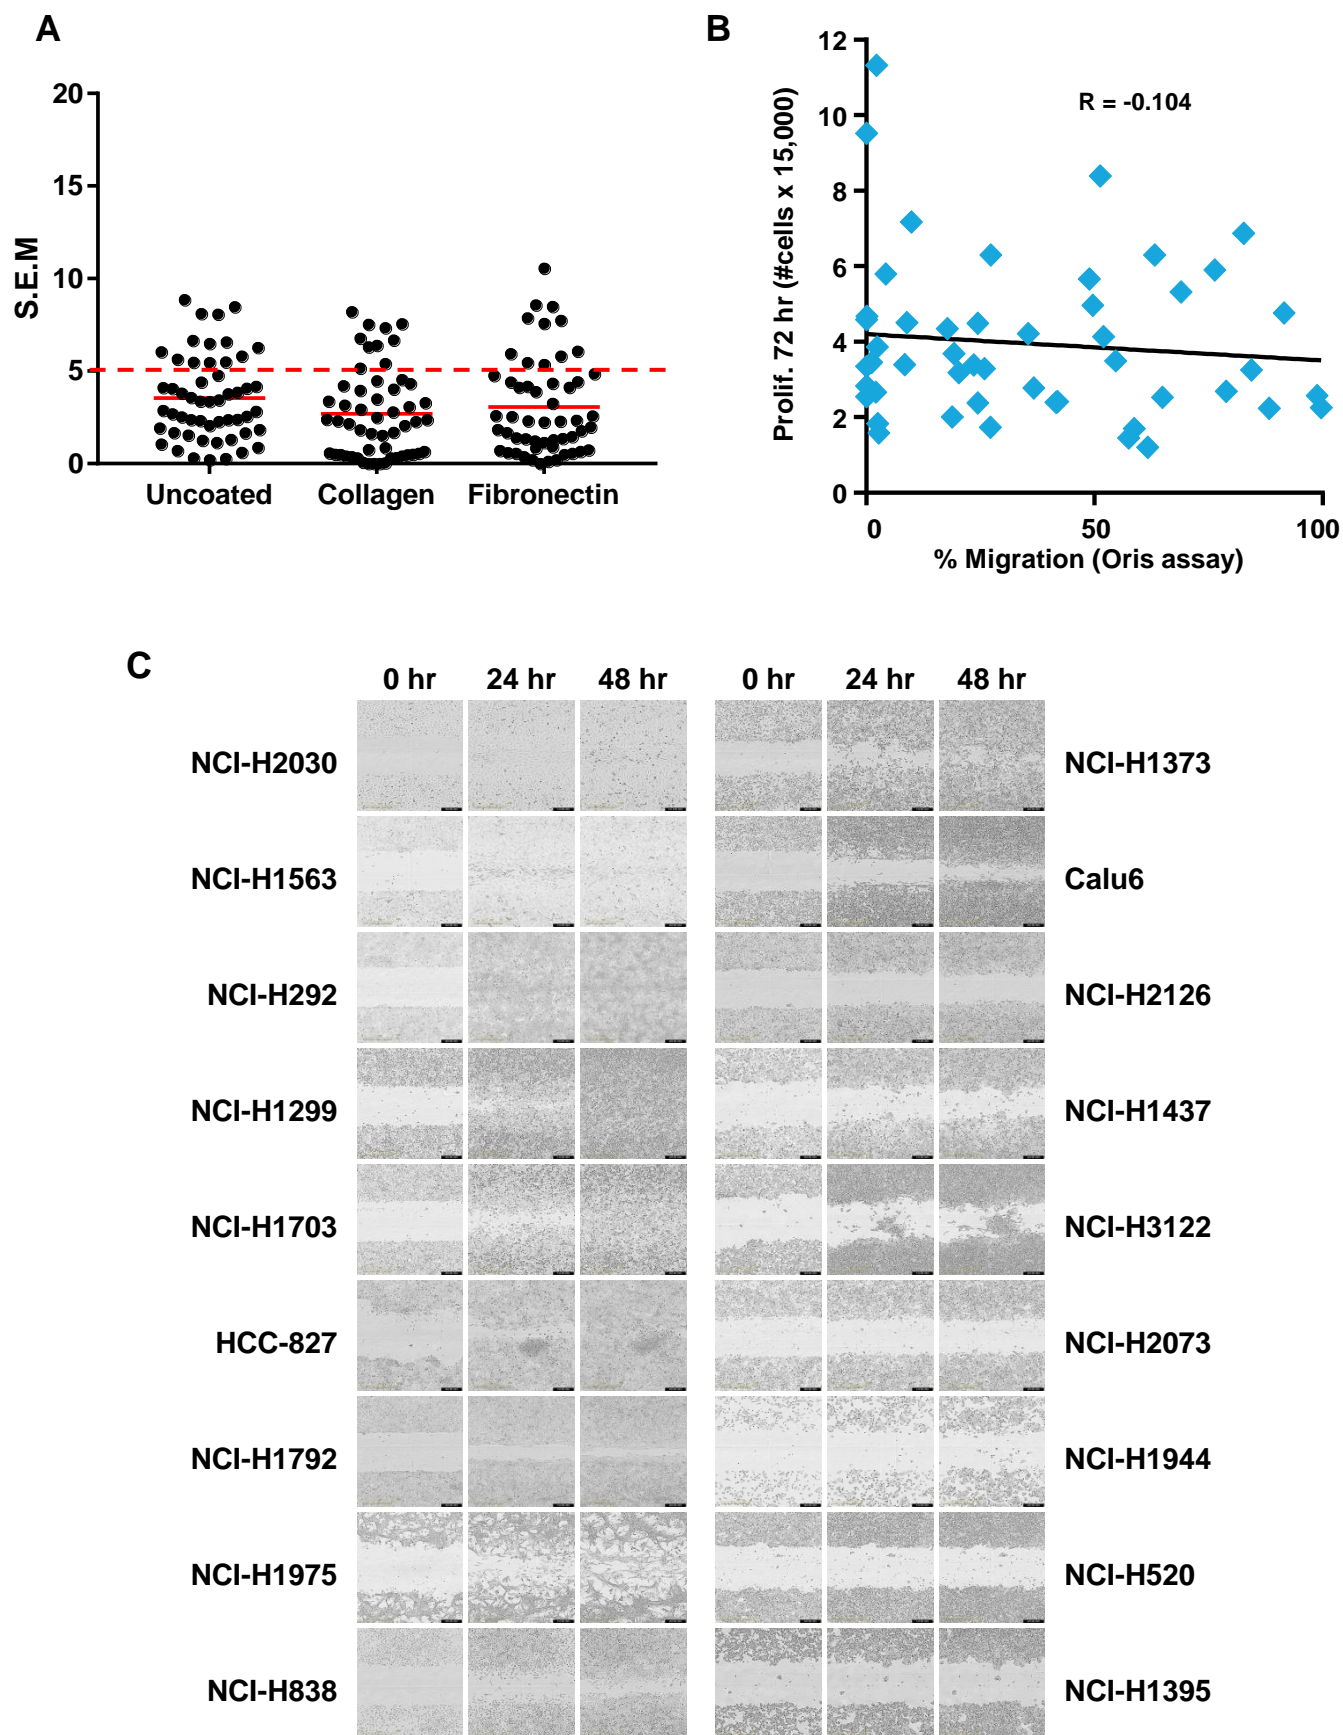

Supplementary figure 1

**A**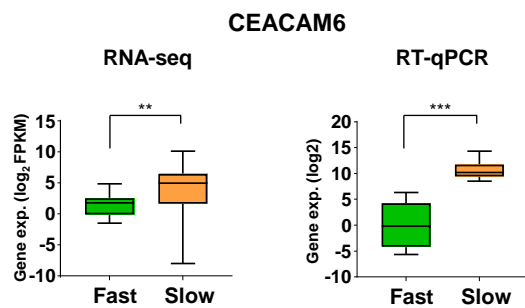**D**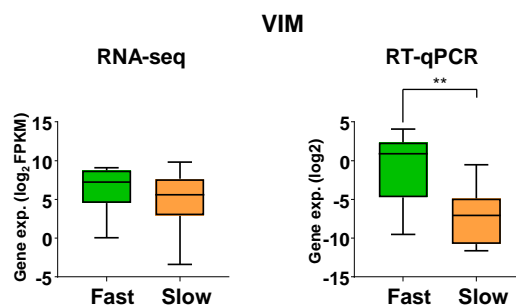**B**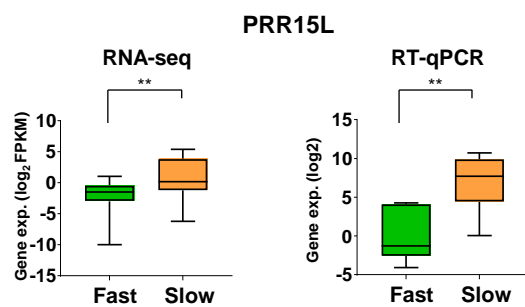**E**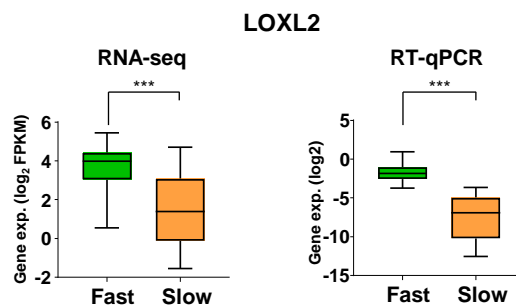**C**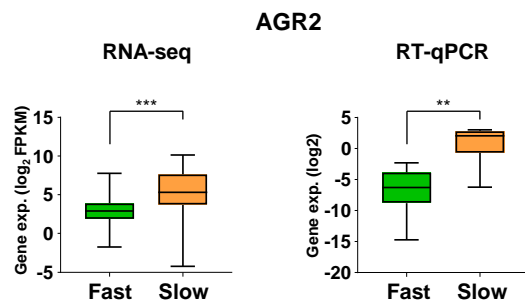**F**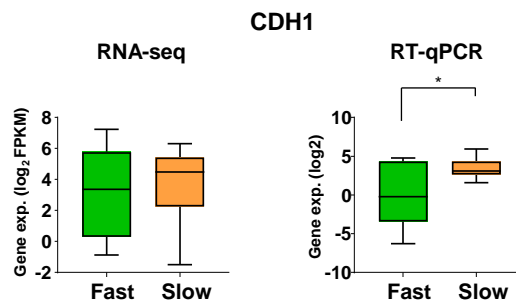

**A**

### Genes upregulated in fast cells (98 genes)

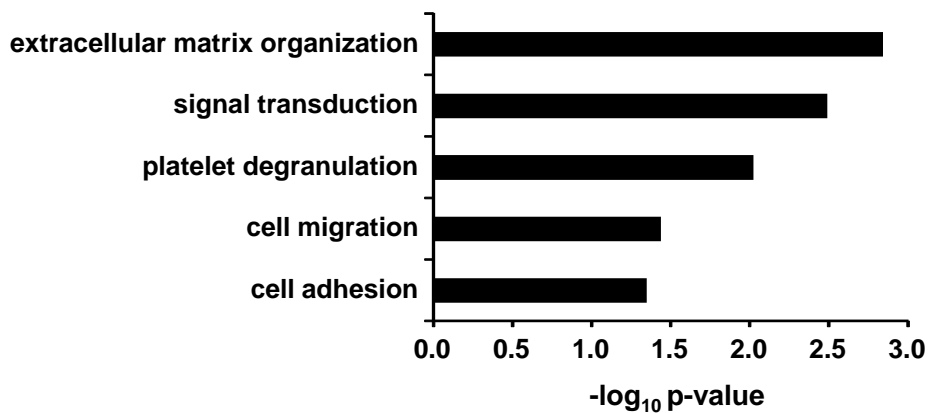

**B**

### Genes downregulated in fast cells (76 genes)

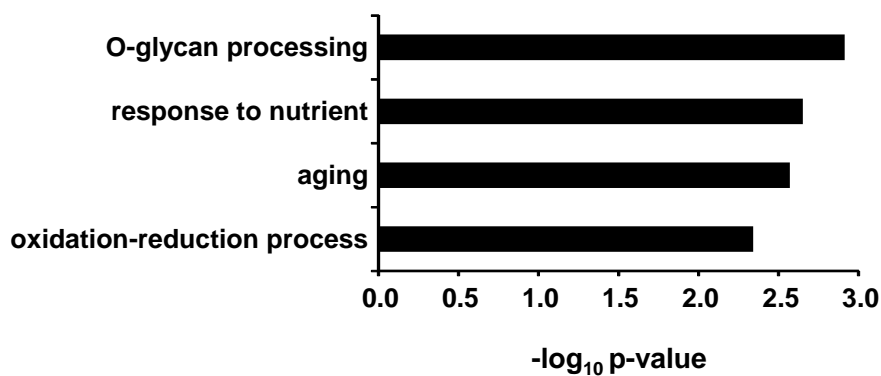

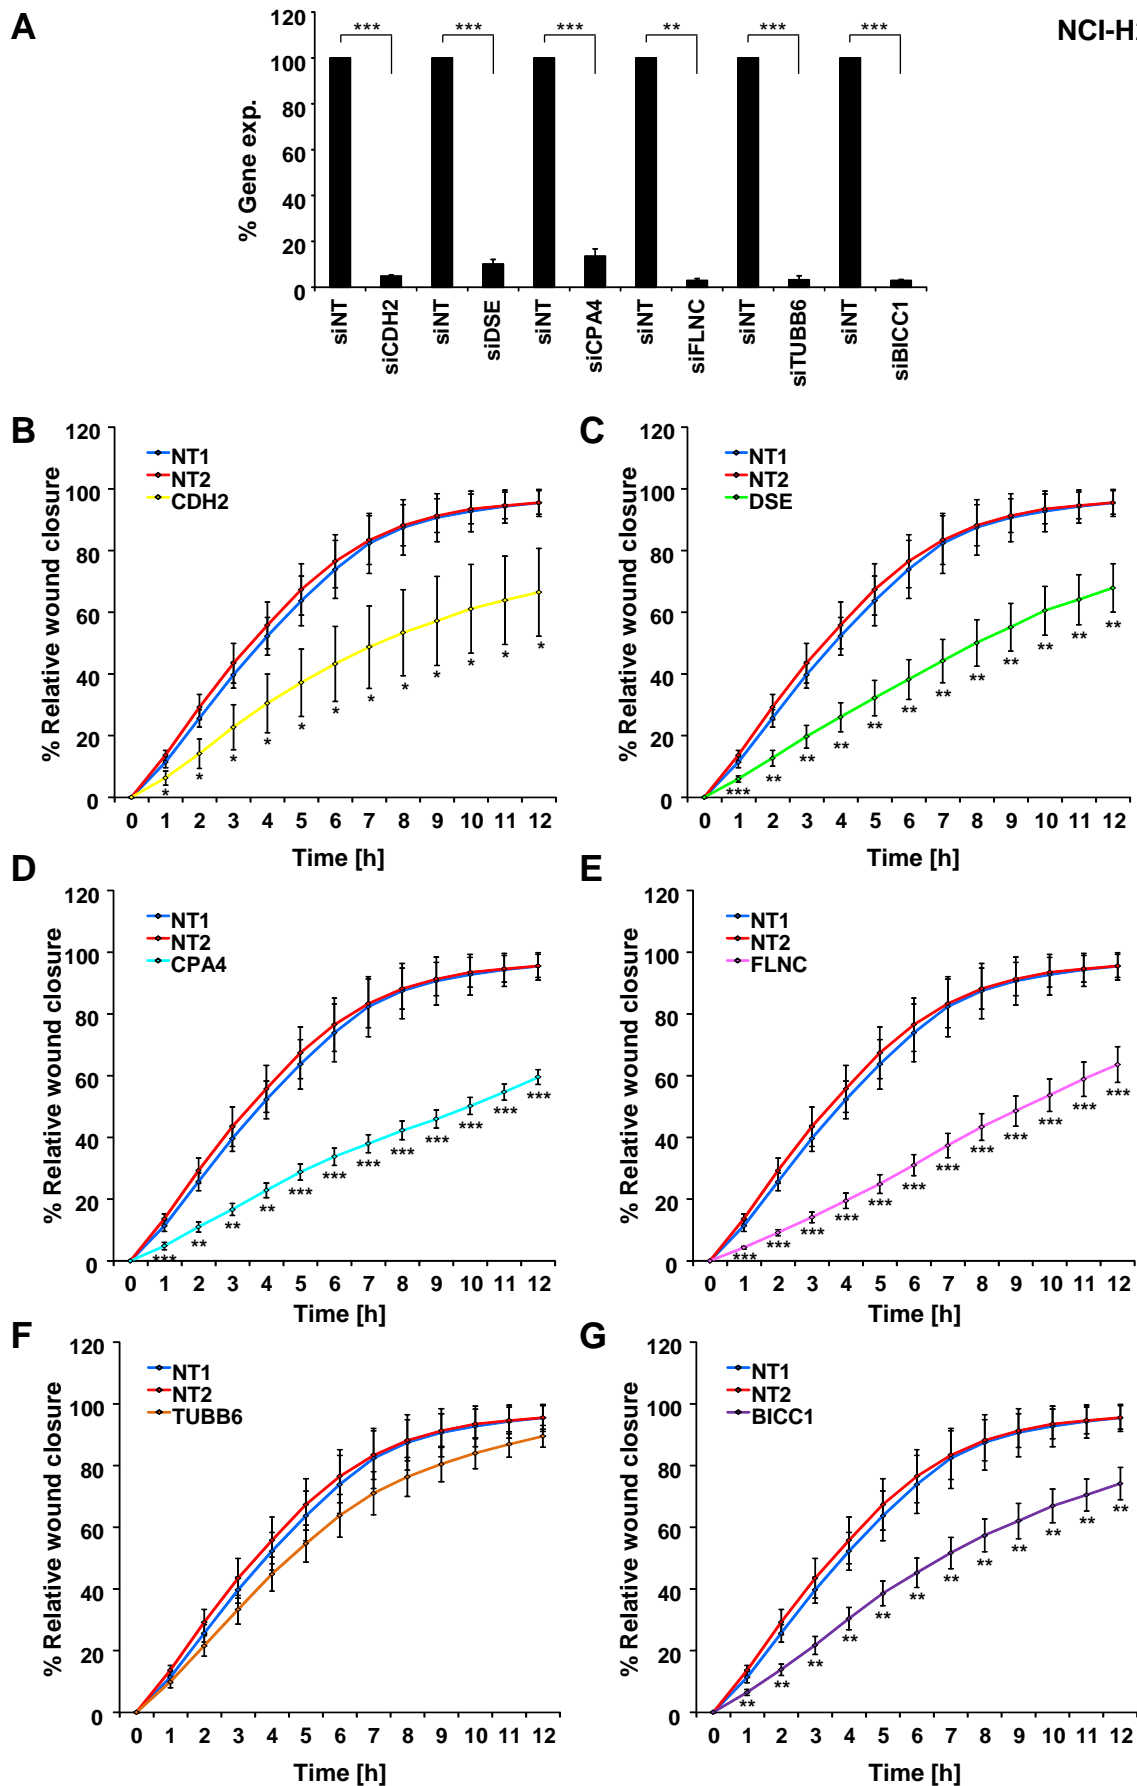

Supplementary figure 4

**A**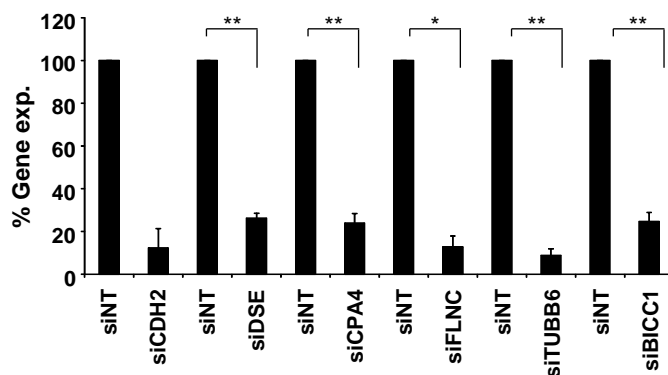

NCI-H1666

**B**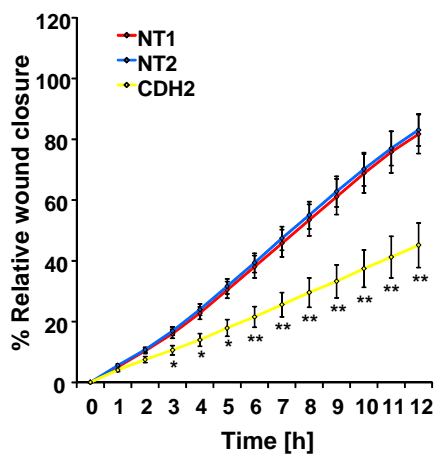**C**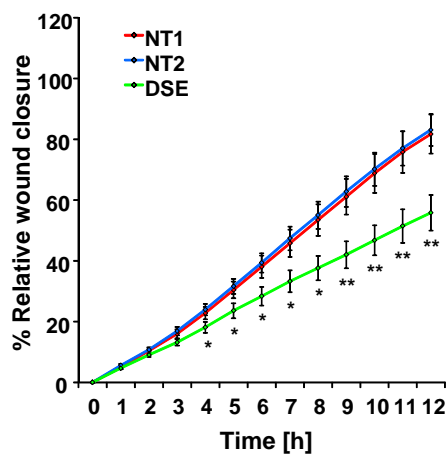**D**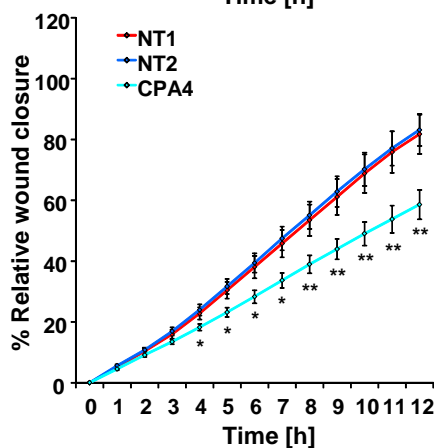**E**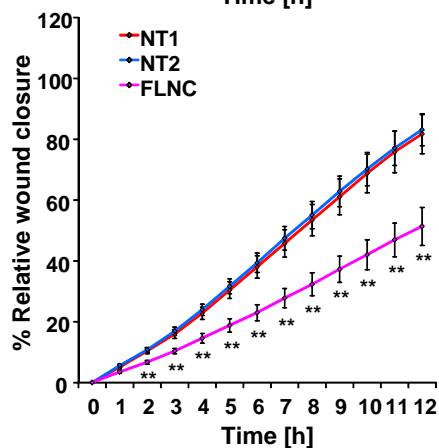**F**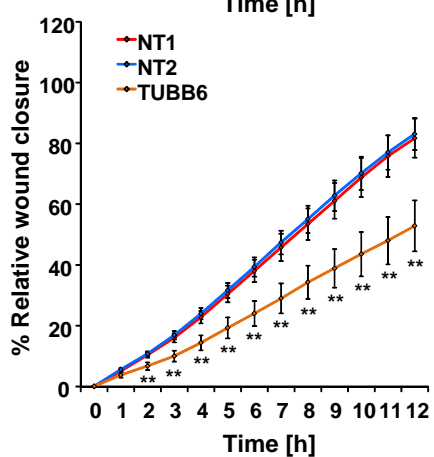**G**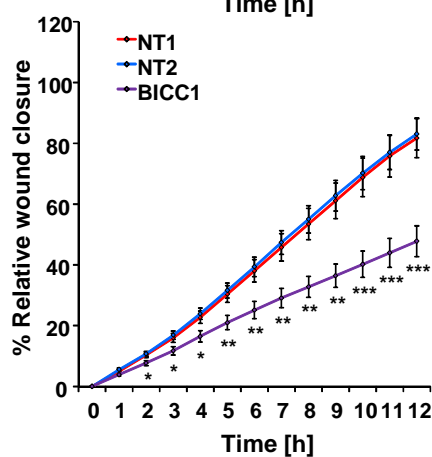

**A**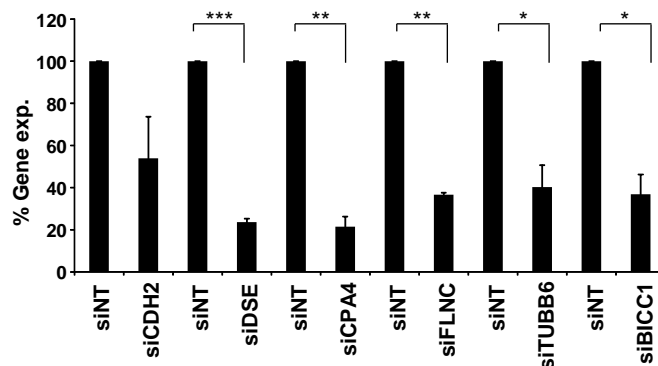**B**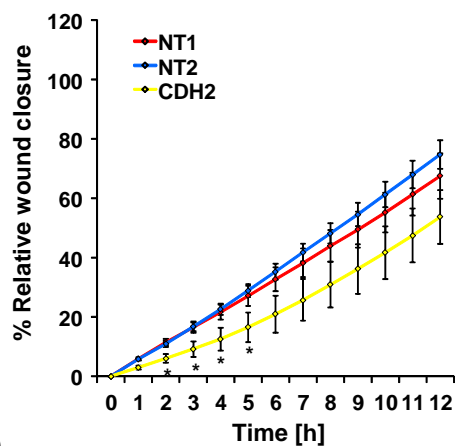**C**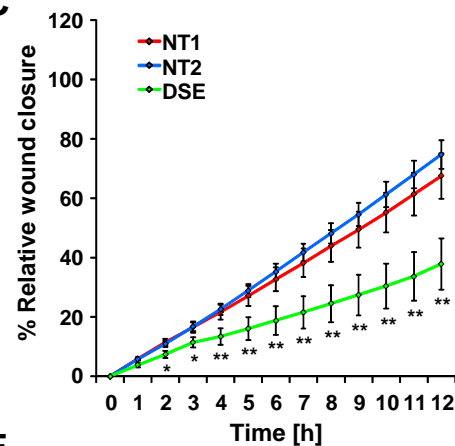**D**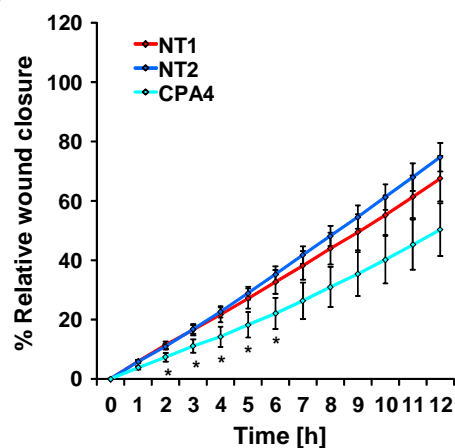**E**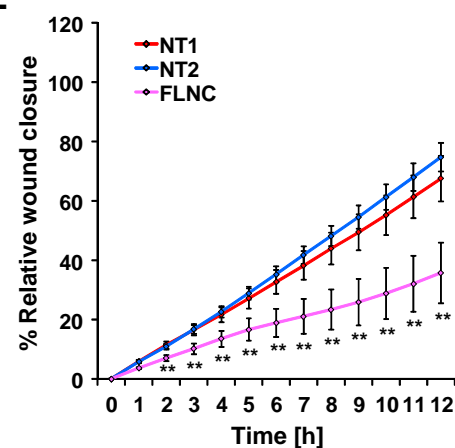**F**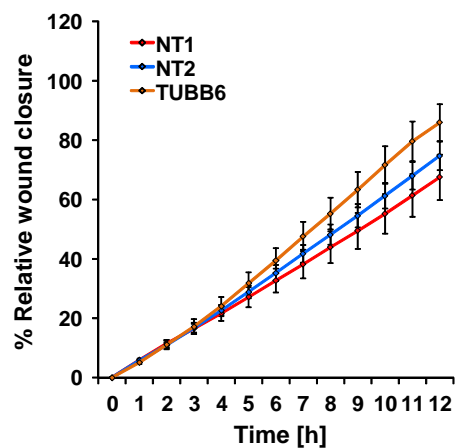**G**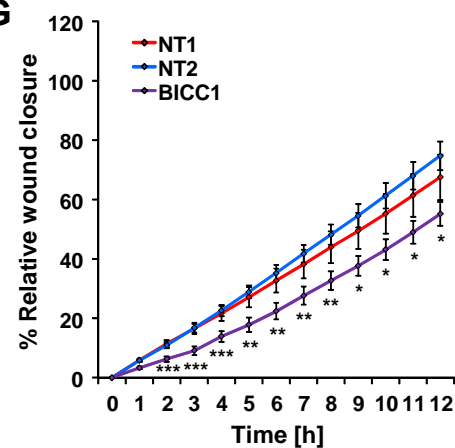

**A**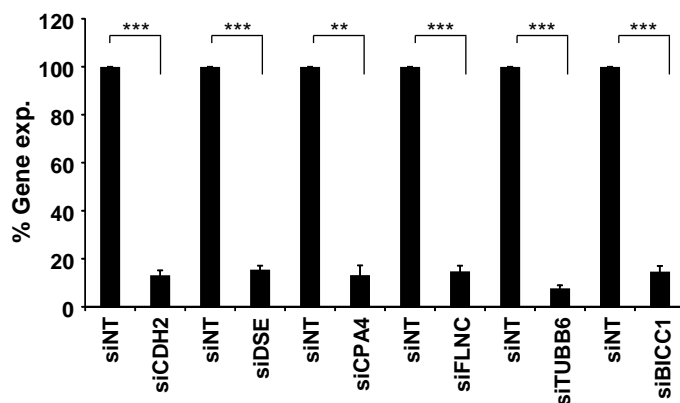**B**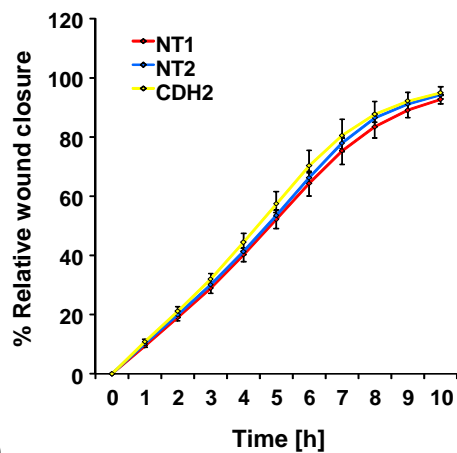**C**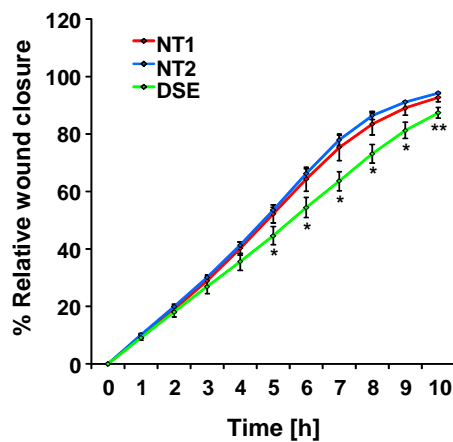**D**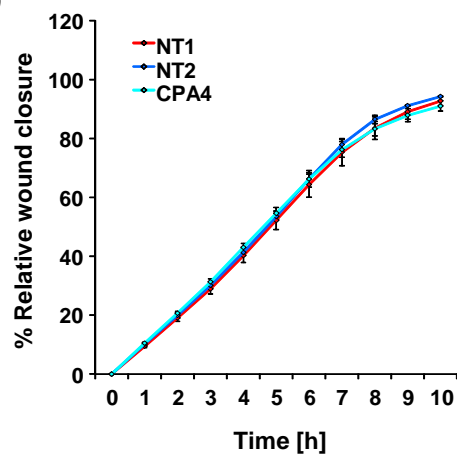**E**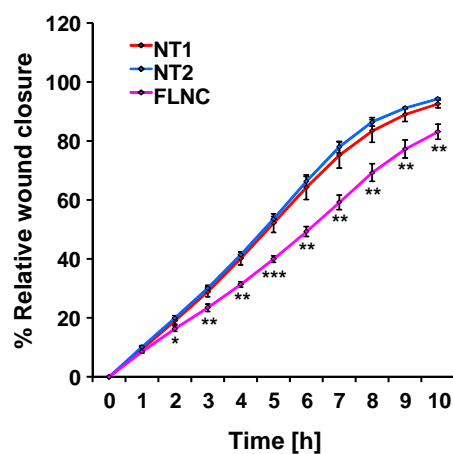**F**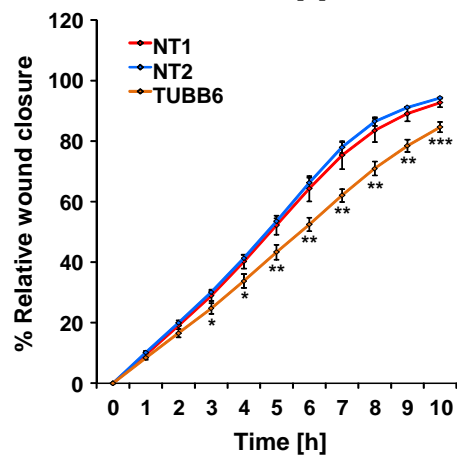**G**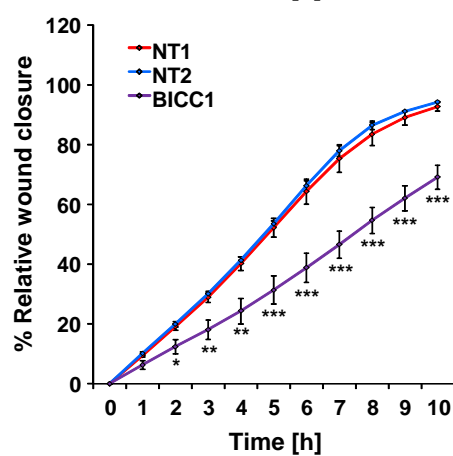

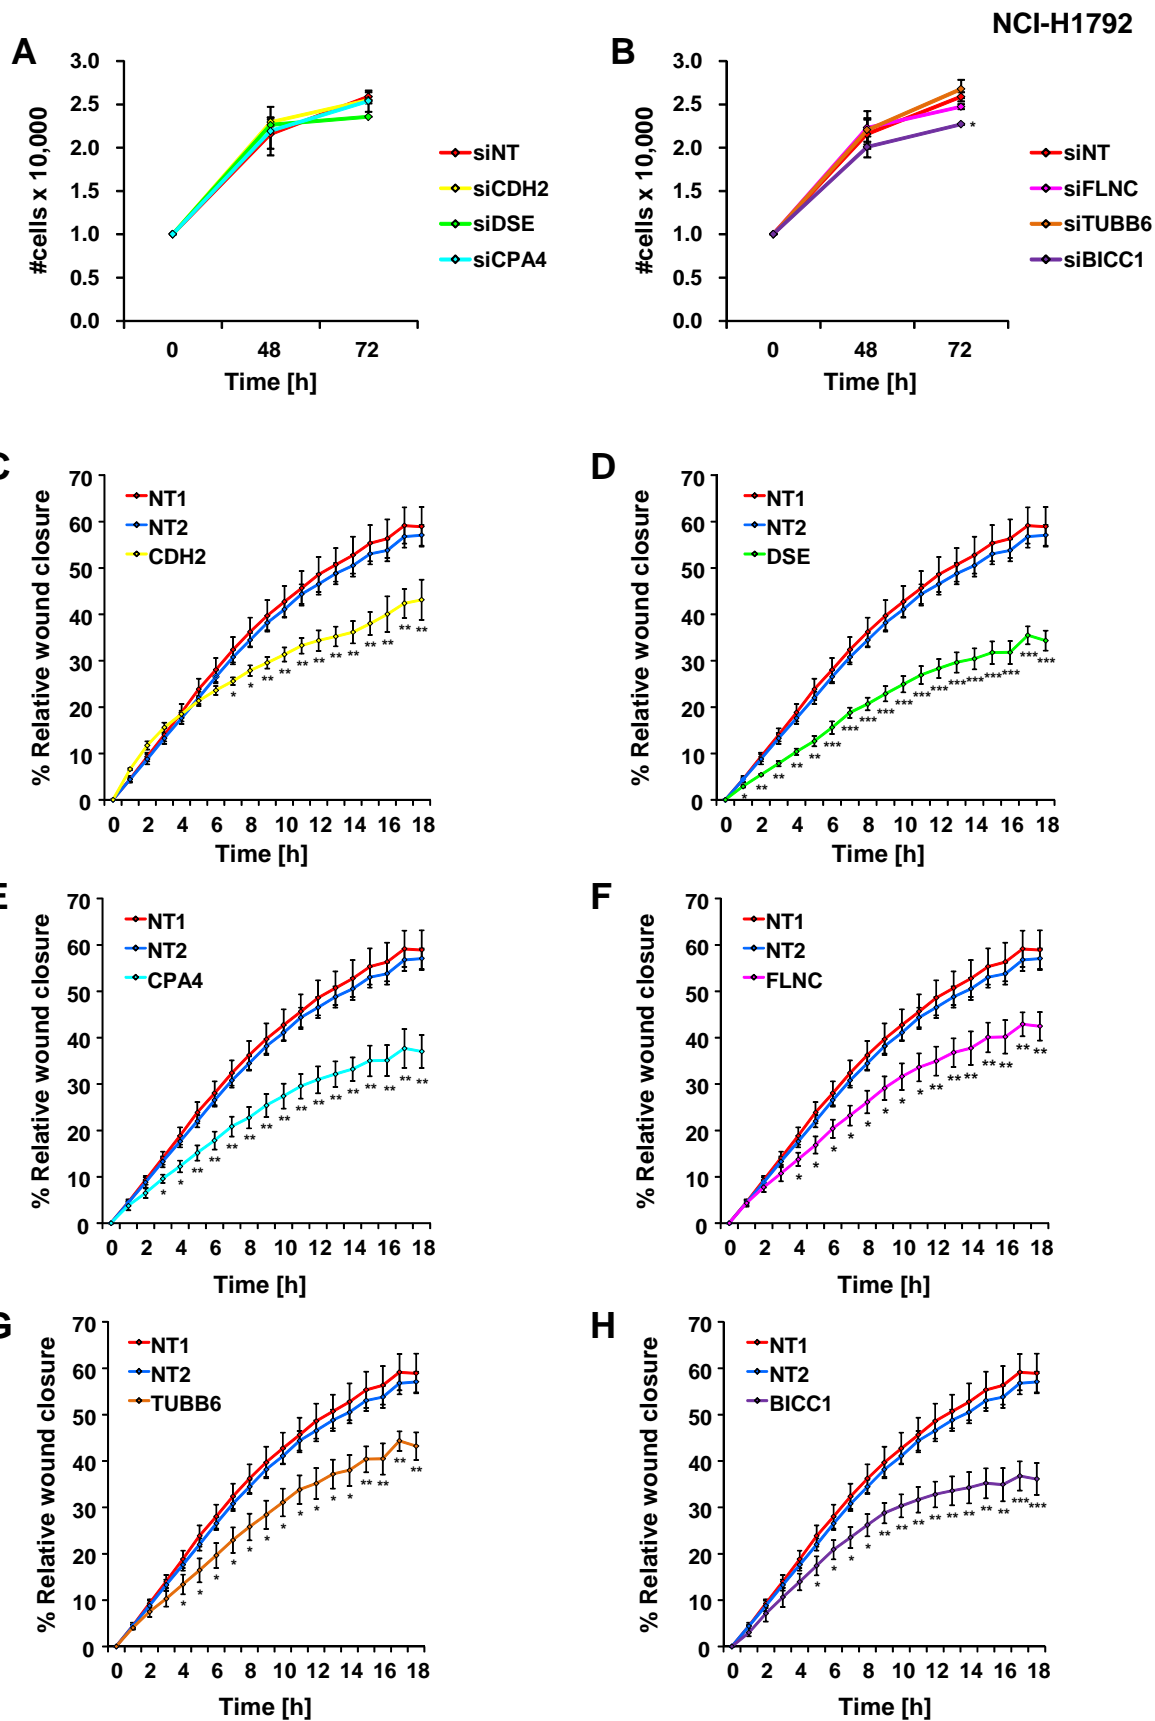

Supplementary figure 8

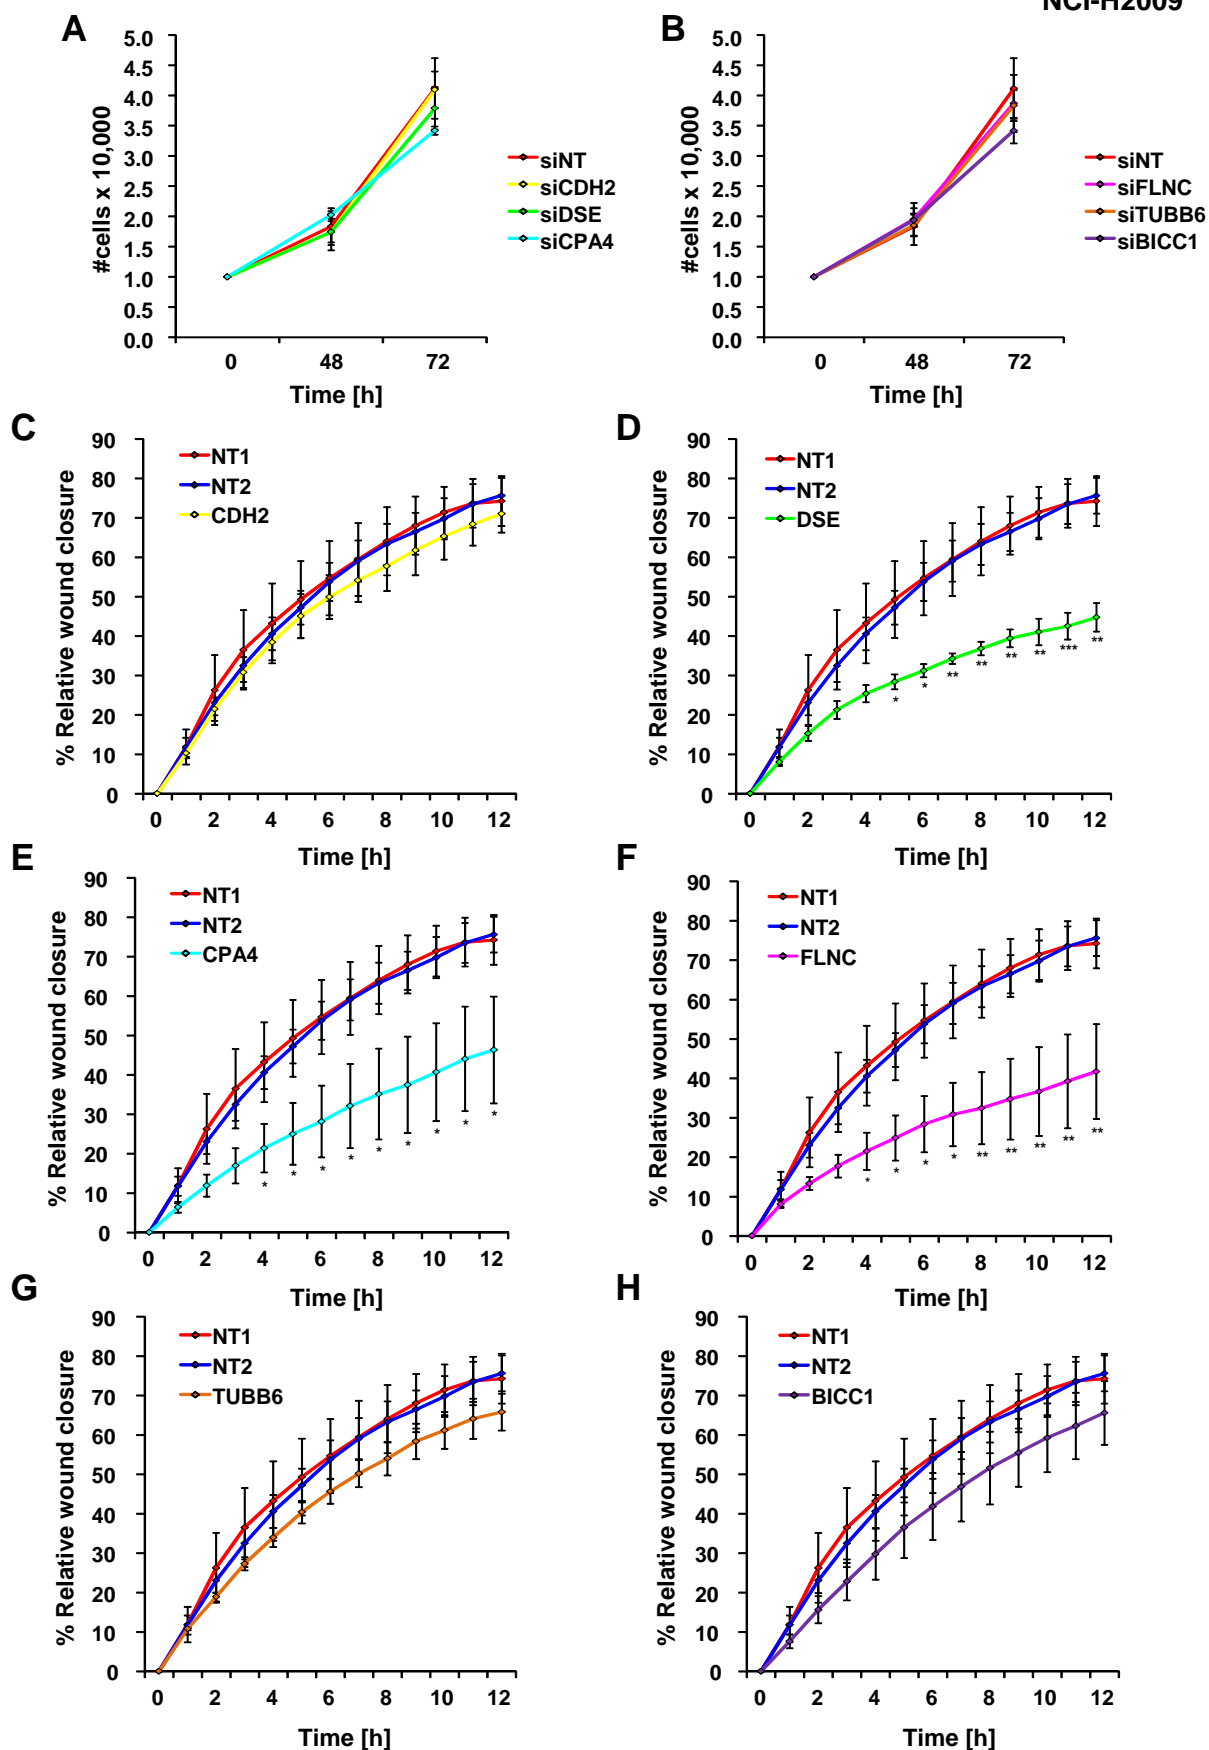

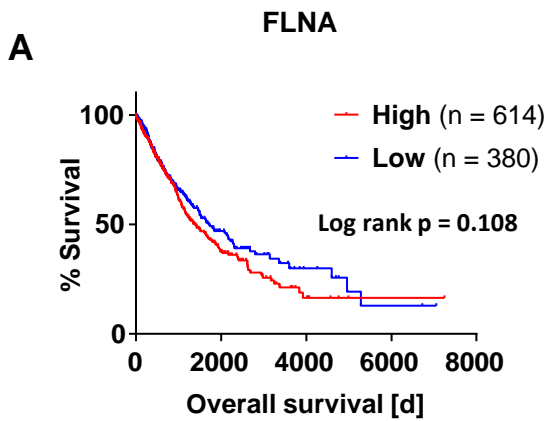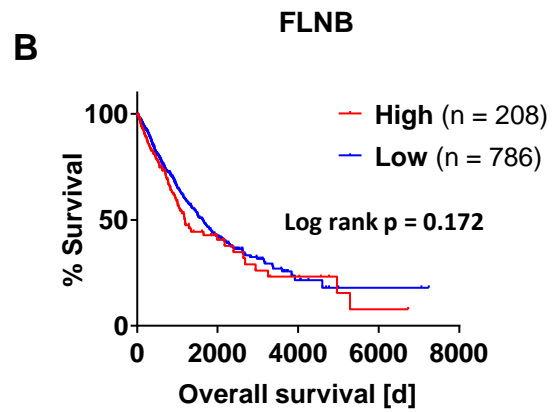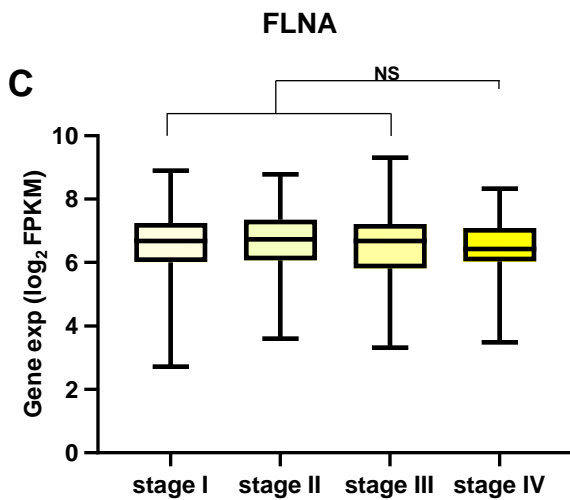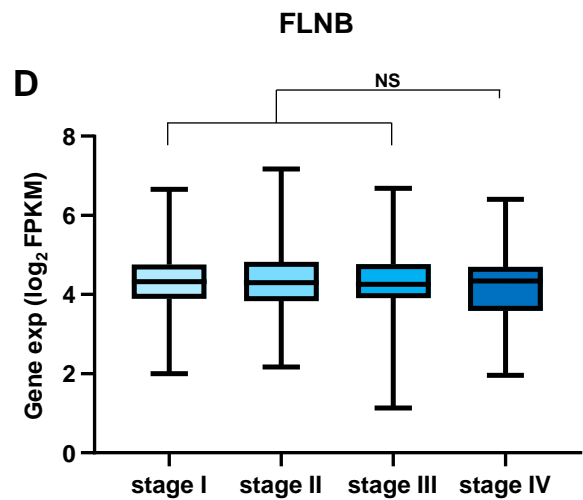

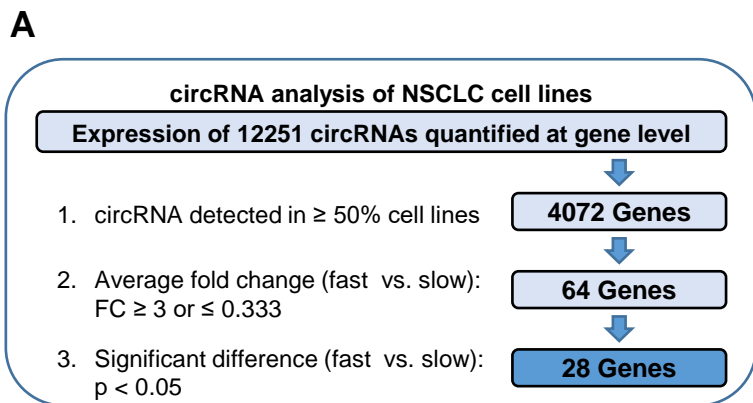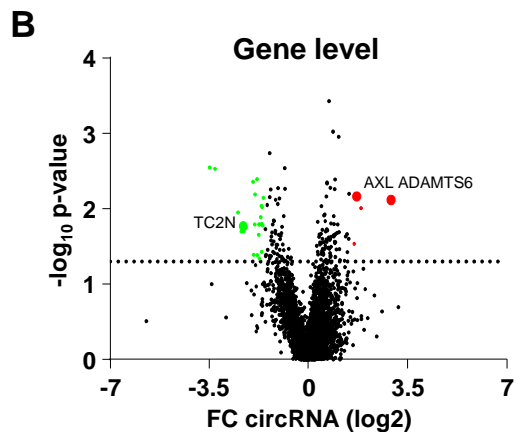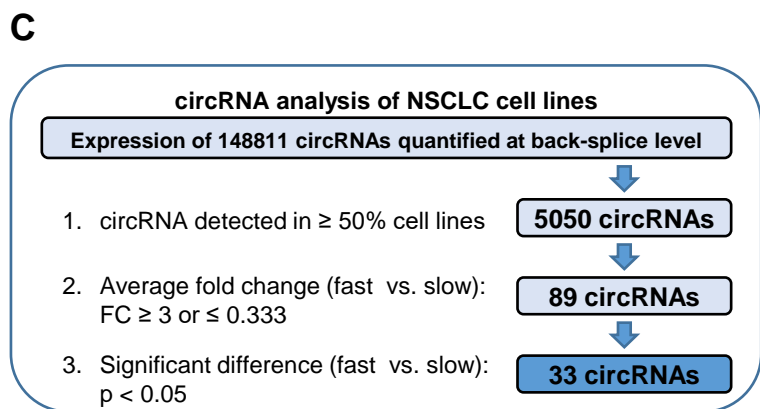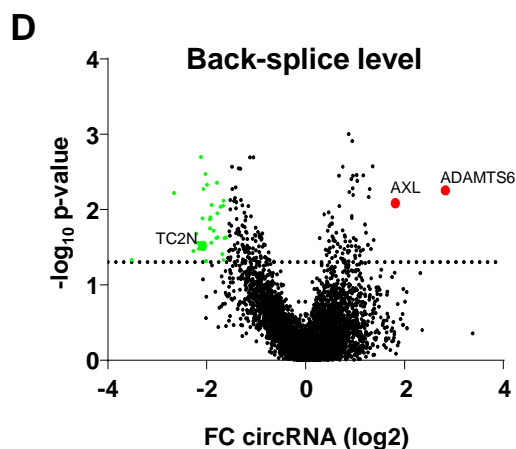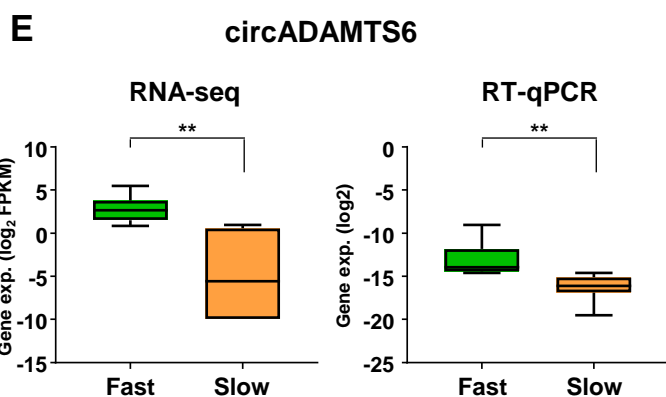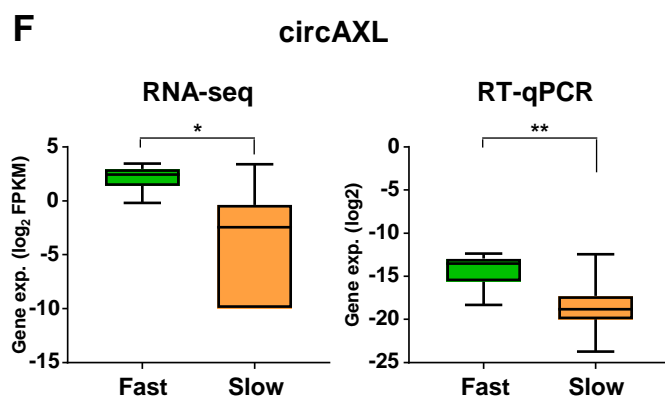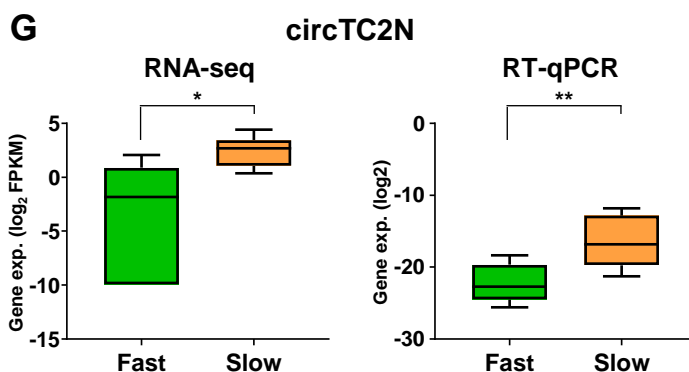

**Supplementary figure 11**

# Supplementary material for: Systematic analysis of migration factors by MigExpress identifies essential cell migration control genes in non‐small cell lung cancer
**Source:** Mol Oncol. 2021 May 14;15(7):1797–817. doi: 10.1002/1878-0261.12973
**Supplement:** Supplementary file 2 — Table S1. siPOOLs. Sense and antisense sequences of 30 siRNAs used against each gene ‐ CDH2, DSE, CPA4, FLNC, TUBB6, BICC1, FLNA and FLNB. Table S2. Primers. Forward and reverse primer sequences for all genes tested by real time‐qPCR. Table S3. Summary of ORIS™ assay for 54 NSCLC cell lines. Values for the assay were calculated for each cell line grown on each matrix surfaces. The table contains average values from all biological replicates. Orange, blue and green represents slow, medium and fast cell lines. Table S4. RNA‐seq data of 54 NSCLC cell lines. RNA‐seq (log2FPKM) expression data for 58096 genes for 54 NSCLC cell lines. Fold change values, significance and correlations with different coatings and proliferation for each gene are also provided. Table S5. Candidate genes from RNA‐seq data regulated between fast and slow cell lines. List of 84 candidate genes obtained from RNA‐seq data through the filtration criteria described (Figure 3A). Log2FPKM values provided for 18 fast and 26 slow cell lines. Table S6. RT‐qPCR validation of RNA‐seq data. Total of 41 genes were tested in 8 fast and 8 slow cell lines by RT‐qPCR. F‐test followed by t‐test was done for fast versus slow cell lines. All genes are significantly differentially regulated in the RNA‐seq data. Table S7. Mass spectrometry data of 54 NSCLC cell lines. Protein expression data for 9304 genes for 54 NSCLC cell lines. Fold change values, significance and correlations with different coatings and proliferation for each gene are also provided. Table S8. Candidate genes from mass spectrometry data regulated between fast and slow cell lines. List of 90 candidate genes obtained from mass spectrometry data through the filtration criteria described (Figure 3E). Expression values provided for 18 fast and 26 slow cell lines. Table S9. Summary of analyses with candidate genes – CDH2, DSE, CPA4, FLNC, TUBB6 and BICC1. Table S10. circRNA expression analysis at the gene level from RNA‐seq data of 54 NSCLC cell lines.

**Table S1**. siPOOLs. Sense and antisense sequences of 30 siRNAs used against each gene - *CDH2*, *DSE*, *CPA4*, *FLNC*, *TUBB6*, *BICC1*, *FLNA* and *FLNB*

**Table S2**. Primers. Forward and reverse primer sequences for all genes tested by real time-qPCR.

**Table S3**. Summary of ORIS™ assay for 54 NSCLC cell lines. Values for the assay were calculated for each cell line grown on each matrix surfaces. The table contains average values from all biological replicates. Orange, blue and green represents slow, medium and fast cell lines.

**Table S4**. RNA-seq data of 54 NSCLC cell lines. RNA-seq (log_2_FPKM) expression data for 58096 genes for 54 NSCLC cell lines. Fold change values, significance and correlations with different coatings and proliferation for each gene are also provided.

**Table S5**. Candidate genes from RNA-seq data regulated between fast and slow cell lines. List of 84 candidate genes obtained from RNA-seq data through the filtration criteria described (Figure 3A). Log_2_FPKM values provided for 18 fast and 26 slow cell lines.

**Table S6**. RT-qPCR validation of RNA-seq data. Total of 41 genes were tested in 8 fast and 8 slow cell lines by RT-qPCR. F-test followed by t-test was done for fast versus slow cell lines. All genes are significantly differentially regulated in the RNA-seq data.

**Table S7**. Mass spectrometry data of 54 NSCLC cell lines. Protein expression data for 9304 genes for 54 NSCLC cell lines. Fold change values, significance and correlations with different coatings and proliferation for each gene are also provided.

**Table S8**. Candidate genes from mass spectrometry data regulated between fast and slow cell lines. List of 90 candidate genes obtained from mass spectrometry data through the filtration criteria described (Figure 3E). Expression values provided for 18 fast and 26 slow cell lines.

**Table S9**. Summary of analyses with candidate genes – *CDH2*, *DSE*, *CPA4*, *FLNC*, *TUBB6* and *BICC1*.

**Table S10**. circRNA expression analysis at the gene level from RNA-seq data of 54 NSCLC cell lines. Back splicing reads per gene normalized to the sequencing library size for 12251 genes in 54 NSCLC cell lines [28, 38]. Fold change values and significance comparing fast versus slowly migrating cell lines on different coating conditions for each gene are also provided.

**Table S11**. Differentially expressed circRNAs at the gene level regulated between fast and slow cell lines. List of 28 genes obtained from RNA-seq data with differential circRNA expression selected through the filtration criteria described (Supplementary figure 11A). Expression values are provided for 18 fast and 26 slow cell lines which showed these fast or slow properties on the majority of coatings.

**Table S12**. circRNA expression analysis at the back-splice level from RNA-seq data of 54 NSCLC cell lines. Back splicing reads per individual circRNA (back-splice site) normalized to the sequencing library size for 148811 circRNAs in 54 NSCLC cell lines [28, 38]. Fold change values and significance comparing fast versus slowly migrating cell lines on different coating conditions for each circRNA are also provided.

**Table S13**. Differentially expressed circRNAs regulated between fast and slow cell lines detected at the back-splice level. List of 33 candidate circRNAs obtained from RNA-seq data and selected through the filtration criteria described (Supplementary figure 11C). Expression values provided for 18 fast and 26 slow cell lines which showed these fast or slow properties on the majority of coatings.

How the deposited data were processed for this re-analysis (not part of the article)

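Strand-specific RNA sequencing after depletion of ribosomal RNA was analysed for 175 libraries of 60 cell lines. Of the lines, 57 were NSCLC lines (50 labelled adenocarcinoma and 7 labelled only NSCLC, called other NSCLC lines here), and 3 were not cancer lines. The authors removed adapters, mapped the reads uniquely to GRCh38 with TopHat2 allowing 2 mismatches, and deposited FPKM values from easyRNASeq. The methods name ENSEMBL version 75 for this step. Whether the deposited table follows that version was not settled here, since 5506 of its identifiers carry numbers that look later. FPKM divides the reads on a gene by the gene's length and by the library's depth. The values therefore already hold the authors' scaling for depth, and a few genes with many reads lower all others in a library. The FPKM values of each gene are whole multiples of 1 step per library, from which reads were recovered for 42509 genes. The reads on genes per library ranged from 3337116 to 40180483 with a median of 22768720. These reads cover counting error only, since duplicates were not marked by molecular identifiers. No column of values was without a sample.

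Cell line, replicate and cell type were taken from the sample labels. The classes fast and slow were used only for NCI-H2009 and NCI-H1623, which the paper's text names, and the classes of the other 55 NSCLC lines were not used here. Migration, proteomic, circular RNA, RT-qPCR, knockdown and patient data were not analysed here.

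The FPKM values were converted to log2 after adding 0.1. Genes with a mean of at least 1 FPKM over the NSCLC lines were tested. NCI-H2009 and NCI-H1623 were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, Benjamini-Hochberg adjustment), since FPKM values are not counts. A gene was counted as changed with a fold change of at least 3 and an adjusted p under 0.05. Comparisons of line means by type used exact two-sided rank-sum tests, the difference between FLNA and FLNC a sign-flip permutation test, and correlations Pearson's r and Spearman's rho with 100000 resamples, for which the smallest p is 1e-05. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Gene positions and types came from GENCODE release 44 by identifier.

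The limma comparison was tested on simulated data with 16710 genes, of which 200 were changed 8-fold. It called 195 of the changed genes (97.5%) and 0 of the others. The exact rank-sum test was checked against scipy in 20 draws, and 3.5% of 200 unrelated pairs had a permutation p under 0.05.

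The genes named were chosen before the data were examined. They are the genes the paper names beside RNA-seq results, the 5 genes with the largest fold change in each direction between NCI-H2009 and NCI-H1623 whose replicates do not overlap, 3 proliferation markers (MKI67, TOP2A, and PCNA), and 9 genes of RNAs without a poly(A) tail. Some results for genes that the rule covers are not reported here. Genes named for signals shared between libraries, and KRT19 and EPCAM, were chosen after their values were seen. So was the definition of genes high in a single line, which was changed 2 times after its results were seen. The first definition gave 0 genes, the second 11, and the last 26. Alternatives to the pseudocount, the cutoff on FPKM, the scaling, the set of lines, the fit and the replicates were set before the data were examined.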

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

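For the lines that are not cancer lines, the test that takes out the trend with depth was chosen only after the result was seen, and the tests of scaling and of the range of depths before.

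CDH1 in NCI-H292 lay far above the 6 other NSCLC lines that are not labelled adenocarcinoma. It had 66.1 FPKM, against a median of 1.32 for all 7 lines. On the log2 scale the gap to the next line was 0.694 of the whole range of the 7 lines, more than Dixon's critical value at the 95% level. Among 21 genes checked in this way, 1 such line was found, which is what chance gives. Both replicates of NCI-H292 held CDH1, with 61.1 and 71.1 FPKM, which argues against a single deviating library. The labels give no type for these 7 lines beyond NSCLC, and no biological explanation was tested.

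The 3 lines that are not cancer lines are not reported on in the paper, and they held the 6 candidate genes at high levels. In BEAS-2B, WI-38 and IMR-90, 18 of the 18 values lay above the median of the NSCLC lines. TUBB6 had 340 FPKM in WI-38 and 279 FPKM in IMR-90, above all 57 NSCLC lines, whose highest was Calu-1 with 261 FPKM. With libraries scaled by their median ratio, 18 values still lay above the median, which argues against the authors' scaling. Their libraries were less deep than most, with 0 of the 3 lines outside the central 95% of the NSCLC lines in depth, which by itself does not relate depth to expression. With the linear trend of each gene on log2 depth over the NSCLC lines taken out, 18 of the 18 values lay above the median, which argues against such a trend as the cause. Fibroblasts and immortalised epithelial cells differ from carcinoma cells in cell type. BEAS-2B, WI-38 and IMR-90 had 0.186, 0, and 0.00509 FPKM of CDH1, below the lowest NSCLC line with 0.354. They had 616, 1452, and 1556 FPKM of VIM, above the NSCLC median of 149. These values go with a mesenchymal state of the 3 lines, but whether it explains the levels of the 6 genes was not tested. The values rest on 3 lines without a shared batch label.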

How the results depend on the processing

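Alternatives were set before the data were examined. In all, 60 results were recomputed.

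The number of genes at 1 FPKM or more was 16710, and it was 9474 with the cutoff in every line and 26358 with the cutoff in any line, because the cutoff itself is stricter or looser. The other alternatives gave 14075 to 19647 genes.

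Between NCI-H2009 and NCI-H1623, 2952 genes changed at least 3-fold (1553 higher and 1399 lower in NCI-H2009). The number was 1812 with 1 FPKM added before taking logarithms, which lowers the fold change of weakly expressed genes. It was 5600 without the cutoff on FPKM, where 36144 genes were tested, and 5474 with a threshold of 2-fold. Across the 6 fits that each left out one replicate it ranged from 2919 to 2968. With libraries scaled by their median ratio, 48.6% of 2944 changed genes were higher, against 52.6% in the original scaling. The 6 candidate genes were higher in NCI-H2009 in each fit. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many changed genes, the real one, and 1 as many of the 6 candidate genes changed one way, so the share cannot go below 0.1. Of the 2952 genes, 2945 had replicates that did not overlap between the lines, against 13840 of all 16710 genes tested and a share of 10% by chance. CDH1, MKI67, and PCNA differed less than 3-fold, and their adjusted p rose above 0.05 in the fit of all libraries (0.203, 0.254, and 0.354 from limma with Benjamini-Hochberg adjustment).

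With the replicate number as a block, 2948 genes changed at least 3-fold, and 2940 of these were shared with the fit without the block. Replicates of the same number in the 2 lines deviated from their line means with correlations of 0.00, -0.05, and 0.02 across genes, so they shared only a number.

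The difference of BICC1 between adenocarcinoma and other NSCLC lines, -0.11 on the log2 scale, was reversed to 0.12 with median-ratio scaling, to 0.31 without replicate 1, and to 0.37 without Calu-1, NCI-H292, or NCI-H520. The cause was not tested. Across the 7 fits that each left out one of the other lines it ranged from -0.79 to 0.37, and across the 3 that left out a replicate number from -0.64 to 0.31. DSE, with a difference of -0.23, was reversed to 0.33 without Calu-1, NCI-H1703, or NCI-H292 and to 0.19 without NCI-H1299, and it was -0.37 without Calu6, NCI-H460, or NCI-H520. None of these differences passed the threshold. The libraries of the 7 other lines were less deep (exact rank-sum p of 0.00362), so depth and the cell type label cannot be told apart for BICC1.

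Of 24 relations between 8 genes (the 6 candidates among them) and VIM, CDH1, or MKI67, 5 passed an adjusted p of 0.05, and 10 did so both in the adenocarcinoma lines alone and with the 3 lines that are not cancer lines included. The cause was not tested. FLNC with CDH1 had r = 0.0046 and was reversed to -0.033 with 1 FPKM added, -0.042 with Spearman's rho, -0.11 in adenocarcinoma lines, and -0.17 with all lines. Across the 3 fits that each left out a replicate number it ranged from -0.072 to 0.077. TUBB6 with MKI67 had r = 0.0047 and was reversed to -0.0024 with 1 FPKM added, -0.057 with median-ratio scaling, -0.013 in adenocarcinoma lines, and -0.061 with all lines. Across the same 3 fits it ranged from -0.023 to 0.034. Neither relation was distinguishable from 0. The other changes concerned single genes, with 4 values weaker and 12 stronger.

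Depth limits the weakest values most. VIM in NCI-H1623 rested on 9 to 17 reads per library, where 1 read is 0.0166 FPKM.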

Differences from the paper's values

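The paper reports 54 NSCLC lines, and 57 were used here. The paper's number of genes quantified is 58096, against 58440 listed. The paper's number of genes at FPKM ≥ 1 is 13065, against 16710 with the mean over lines. Each pair is within 1.5 times. Of the alternatives set before the data were examined, a mean of at least 2 FPKM came nearest with 14075 genes, and none gave the paper's number.

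The paper states that CDH1 was lower in fast than in slow lines. Between the fast line NCI-H2009 and the slow line NCI-H1623, CDH1 was higher in the fast line, with a log2 fold change of 0.60 and a range of 0.51 to 0.60 over all settings. The comparison covers 1 line of each class and is not a test of the paper's statement.

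The paper ranks CPA4 and then DSE as the genes with the highest fold change between the classes. Between NCI-H2009 and NCI-H1623, FLNC had the highest log2 fold change of the 6 candidate genes (6.02), followed by CDH2 (3.83), BICC1 (3.77), DSE (3.46), CPA4 (3.19), and TUBB6 (2.24). The order below FLNC depended on the pseudocount. With 0.01 FPKM added, BICC1 (4.19) came before CDH2 (4.03). With 1 FPKM added it was FLNC (4.96), CDH2 (2.72), DSE (2.47), TUBB6 (2.20), BICC1 (2.17), and CPA4 (1.82). The comparison covers 1 line of each class. Among all 16710 genes tested, CPA4 was number 446 and DSE number 377 from the top.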

Other observations

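The tests on signals shared between libraries were chosen only after the pattern was seen, and the definition of the genes was changed 2 times. The tests on correlations and on chromosome 7 were set before their results were seen.

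Genes that are high in a single line appeared at about 1% of that level in single libraries of other lines. In A427, GCG had 488 FPKM and GPR15 had 176 FPKM. GCG had 6.15 FPKM in NCI-H1650 replicate 2, 5.73 FPKM in NCI-H1755 replicate 2, and 5.66 FPKM in NCI-H441 replicate 3. In the same libraries, GPR15 had 1.86, 1.79, and 1.79 FPKM. The highest GCG value outside A427 was in NCI-H2405, where all 3 replicates held the gene (5.85 to 6.85 FPKM), unlike the single-library pattern. The last definition took genes with at least 50 FPKM in a source line, a second line under 3% of it, and a median of the other lines under 0.05 FPKM. The level in other lines is therefore limited from above by the definition itself. This definition gave 26 genes from 13 source lines. Their highest level in another line was 0.47% to 3.75% of the source line, with a median of 1.40%. A replicate of another line with at least 0.3% of the source level and 10 reads was found in 200 combinations of gene and line. In 88 of these (44%), another replicate of the same line had less than 0.06%. Replicates differ by more than counting noise, so the comparison was made with other protein-coding genes of the same line whose highest replicate was similar in FPKM and in reads. Among the 196 combinations with at least 10 such genes, 85 had unlike replicates, against a median of 5 and at most 12 in 1000 draws of matched genes. This argues against expression by the other line with the usual spread between its replicates for most of the 85 combinations. Expression that is switched on in a single replicate stays open for them, and expression by the line itself stays open for the rest, such as GPR15 in NCI-H2073, whose 3 replicates had 2.66 to 3.64 FPKM.

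A candidate explanation is that reads of a library were assigned to another one sequenced in the same pool. Genes of the same source line appeared in similar libraries (median rho 0.34 over 21 pairs of genes, against 0.04 over 304 pairs of genes from different source lines). Among the 13 source lines, 9 pairs shared signal in both directions, against a median of 3 in permutations of the receiving lines (permutation p = 0.0003). With the second definition, which had 11 genes and favoured unlike replicates, 5 pairs did so (permutation p = 0.0058). No pool or lane is given in the labels, so the pools themselves could not be checked, and cells or RNA mixed before sequencing stay open. If it holds, FPKM values at or under about 1% of those in another line may include reads of that line. In NCI-H1623 this concerns CDH2 (0.374% of the highest NSCLC line), CPA4 (0.248%), FLNC (0.451%), BICC1 (0.420%), and VIM (0.0104%), and the fold changes taken from these values. DSE (2.28%), LOXL2 (1.49%), and TUBB6 (9.69%) lay above that level. The lines with the most CDH2, CPA4, FLNC, or BICC1 had 260 to 898 FPKM of VIM, against 0.189 in NCI-H1623. This argues against these lines as the main source of those 4 values, while lines with little VIM stay open.

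NCI-H1703 replicate 1 held 134 protein-coding genes above 0.5 FPKM that had less than 0.05 FPKM in replicate 2, where the median over 175 libraries was 0 and the 95th percentile 13.3. KRT19 had 26.4 FPKM in replicate 1 and 0.0996 in replicate 2, EPCAM 5.91 and 0.0402, and CDH1 2.22 and 0.0567. AGR2 had 5.18 FPKM and CEACAM6 3.26 FPKM in replicate 1, and both were listed at 0 in replicate 2. NCI-H520 replicate 1 held 64 such genes. In NCI-H292, VIM had 12.2 FPKM in replicate 1 and 0.919 FPKM in replicate 2. No explanation was tested for these libraries.

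Between NCI-H2009 and NCI-H1623, the largest increases were in HIST1H2BA, PCP4L1, VIM, HIST1H1A, and RP11-157B13.10, and the largest decreases in UGT1A4, UGT1A5, UGT1A3, UGT1A7, and UGT1A9. The UGT1A genes overlap and share exons, so their values are not independent. KIRREL (log2 fold change 4.93), STAC (5.04), and SPARC (5.82) were higher in NCI-H2009, and CEACAM6 (-1.67), PRR15L (-3.97), and AGR2 (-5.69) lower. In NCI-H1623, STAC rested on 2 to 10 reads per library and SPARC on 1 to 3. PRR15L rested on 4 to 8 reads per library in NCI-H2009. Over all settings the log2 fold change was 2.58 to 6.22 for STAC, 2.91 to 7.85 for SPARC, and -4.55 to -2.11 for PRR15L. The proliferation markers MKI67 (0.49), TOP2A (1.08), and PCNA (0.18) were also higher in NCI-H2009.

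FLNA was higher than FLNC in 57 of 57 NSCLC lines, with a mean difference of 5.31 in log2 (sign-flip permutation test, p = 1e-05, the smallest the resamples can give). The paper reports these genes in patient samples.

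Across the 57 NSCLC lines, VIM correlated with TUBB6 (r = 0.51, rho = 0.52, permutation p = 9e-05 for r and 0.00012 for rho, adjusted p = 0.00216) and with CDH2 (r = 0.46, rho = 0.43, permutation p = 0.00021 and 0.00097, adjusted p = 0.00252). Without the 2 lines farthest from the median, r was 0.61 and 0.44. FLNA and CPA4 also passed the threshold with VIM (r = 0.41 and 0.35, rho = 0.35 and 0.36, adjusted p = 0.0124 and 0.0347 from the permutation test of r), and TUBB6 with CDH1 (r = -0.36, rho = -0.35, adjusted p = 0.0337). These are 5 of 24 relations, and 0 of the 8 relations with MKI67 passed. Of the 16 relations with VIM or CDH1, 9 passed within the adenocarcinoma lines and 5 with median-ratio scaling. This argues against the cell type label and the authors' scaling as the cause. With log2 depth removed, 4 passed. The relations of CDH2, CPA4, TUBB6, and FLNA with VIM kept an r of 0.35 to 0.49, which argues against depth as their cause. TUBB6 with CDH1 weakened from -0.36 to -0.31, so depth stays open for CDH1. With CDH1, the candidates' absolute r had percentiles from 1.49 (FLNC) to 87.3 (TUBB6) among all expressed genes. With VIM the median percentile of the absolute r was 88.7, so the relations with VIM were stronger than for most genes. The paper chose the candidates, and reports VIM, as higher in fast than in slow lines of this panel. That choice by itself favours positive correlations with VIM, and the genes compared were not chosen in this way. A shared mesenchymal state of the lines stays a hypothesis.

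Among the 6 candidate genes, 12 of 15 pairs correlated past the threshold, all positively, with the highest r for DSE and TUBB6 (r = 0.58, rho = 0.61, permutation p = 1e-05 each, adjusted p = 0.00015). Without the 2 lines farthest from the median, this r was 0.52. The paper chose these 6 genes as upregulated in fast lines, from RNA-seq data of this panel. That choice by itself favours positive correlations among them, so the 12 pairs are not independent evidence of a link between the genes. CPA4 and FLNC lie near each other on chromosome 7 but had r = 0.19 (rho = 0.22, permutation p = 0.146, adjusted p = 0.164). The median r of 17 genes between them was at percentile 35.2 of random gene sets for CPA4 and at percentile 86.1 for FLNC. A shared copy number of the region was neither shown nor excluded by these values.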
